# RNA-Seq Analysis to Identify Novel Roles of Scleraxis during Embryonic Mouse Heart Valve Remodeling

**DOI:** 10.1371/journal.pone.0101425

**Published:** 2014-07-01

**Authors:** Damien N. Barnette, Matthew VandeKopple, Yonggan Wu, David A. Willoughby, Joy Lincoln

## Abstract

Heart valve disease affects up to 30% of the population and has been shown to have origins during embryonic development. Valvulogenesis begins with formation of endocardial cushions in the atrioventricular canal and outflow tract regions. Subsequently, endocardial cushions remodel, elongate and progressively form mature valve structures composed of a highly organized connective tissue that provides the necessary biomechanical function throughout life. While endocardial cushion formation has been well studied, the processes required for valve remodeling are less well understood. The transcription factor Scleraxis (Scx) is detected in mouse valves from E15.5 during initial stages of remodeling, and expression remains high until birth when formation of the highly organized mature structure is complete. Heart valves from *Scx^-/-^* mice are abnormally thick and develop fibrotic phenotypes similar to human disease by juvenile stages. These phenotypes begin around E15.5 and are associated with defects in connective tissue organization and valve interstitial cell differentiation. In order to understand the etiology of this phenotype, we analyzed the transcriptome of remodeling valves isolated from E15.5 *Scx^-/-^* embryos using RNA-seq. From this, we have identified a profile of protein and non-protein mRNAs that are dependent on Scx function and using bioinformatics we can predict the molecular functions and biological processes affected by these genes. These include processes and functions associated with gene regulation (methyltransferase activity, DNA binding, Notch signaling), vitamin A metabolism (retinoic acid biosynthesis) and cellular development (cell morphology, cell assembly and organization). In addition, several mRNAs are affected by alternative splicing events in the absence of *Scx*, suggesting additional roles in post-transcriptional modification. In summary, our findings have identified transcriptome profiles from abnormal heart valves isolated from E15.5 *Scx^-/-^* embryos that could be used in the future to understand mechanisms of heart valve disease in the human population.

## Introduction

Heart valves facilitate unidirectional blood flow during the cardiac cycle and this is largely achieved by highly organized layers of connective tissue that each offer distinct biomechanical properties to facilitate opening and closing of the valve leaflets or cusps [1], [2]. In healthy valves, connective tissue homeostasis is mediated by valve interstitial cells (VICs), which in turn are regulated by a monolayer of valve endothelial cells (VECs) that overly the valve surface. In contrast, diseased or dysfunctional valves from pediatric and adult patients are characterized by VIC disarray, VEC denudation and disorganization of the connective tissue leading to biomechanical insufficiency [3], [4]. At present, there is no effective treatment for valve disease and over 50,000 valve replacement surgeries are performed in the United States each year [5]. Many of these procedures using bioprosthetic or mechanical valves fail due to structural or thrombotic-related problems and therefore alternatives are needed [6]. In order to improve therapeutic strategies, it is imperative that we understand the underlying pathogenesis of diseased valves. Defects in embryonic valve development are responsible for congenital heart valve malformations, however there is increasing evidence to suggest that they also attribute to disease later in life [2].

Mature heart valve leaflets and supporting structures are largely derived from a population of mesenchyme precursor cells within endocardial cushions that form as a result of endothelial-to-mesenchyme transformation (EMT) in the atrioventricular canal and outflow tract regions during embryogenesis [4], [7]. Defects in generating this pool of valve precursor cells often results in embryonic lethality and therefore valvular phenotypes caused by severe endocardial cushion-related defects are not frequently observed in live births [8]. Once EMT is complete, endocardial cushions remodel and elongate to form primitive valve primordia [2]. During this time, valve precursor cells lose their mesenchymal phenotype and become activated VICs that mediate breakdown of the primitive extracellular matrix (ECM) within the endocardial cushion, and secrete specialized matrix components that will later form the mature valve structures [3]. In the mouse, valve remodeling begins around E15.5 and continues until post natal stages, when the VICs become quiescent and the organized ECM is established and maintained [2]. Compared to endocardial cushion formation, the process of valve remodeling is not well studied but thought to require tight regulation of complex signaling pathways and cellular processes. It is hypothesized that defects during this important stage of valvulogenesis may underlie valve defects observed in pediatric patients at birth, and in adults later in life.

Scleraxis (Scx) is a member of the basic helix-loop-helix family of transcription factors required for development of tissues of high mechanical demand including tendons and heart valves [9], [10]. We have previously shown that Scx is not expressed in developing heart valve structures during stages of endocardial cushion formation, but is first detected around E15.5 at the beginning of valve remodeling [9]. In embryos null for *Scx*, mesenchymal phenotypes are prolonged in valve precursor cells suggesting defects in VIC maturation. At birth, the valve leaflets are thickened and the ECM is highly unorganized, and by juvenile stages leaflets from *Scx^-/-^* mice are grossly malformed and display characteristics of pathological fibrosis including excess collagen deposition [9]. In more recent work, we have shown that Scx plays additional roles in regulating components of the valve ECM by promoting expression of proteoglycans. Furthermore, we identified increased *Scx* expression in thickened heart valves isolated from mouse models and patients of myxomatous mitral valve disease [11]; a disorder associated with valvular insufficiency caused by an abnormal abundance of proteoglycans. Together, these studies show that Scx is required during embryonic valve remodeling for formation of heart valve structures after birth. Despite this, the downstream targets and functional role(s) of Scx during this stage of valvulogenesis remain elusive.

To address this current deficit we took an RNA-seq approach to analyze the transcriptome of remodeling heart valves isolated from E15.5 *Scx^-/-^* embryos compared to wild type (*Scx^+/+^*) littermates. Using this approach we have identified previously unappreciated protein-coding and non-protein coding mRNAs that are differentially expressed in the absence of *Scx*. Based on our previous studies, we were surprised to see that biological processes and molecular functions associated with the valve ECM were not significantly altered in *Scx^-/-^* embryos at E15.5. However, we report enrichment of mRNAs associated with processes related to gene regulation (methyltransferase, DNA binding, nucleosomal binding, miRs, signaling) vitamin A metabolism (biosynthetic processes), and cellular development (cell assembly and organization). Furthermore, bioinformatics analysis revealed known and predicted novel upstream regulators of Scx in the valves at this time of embryonic development. In addition to differential gene expression changes, splicing index analysis identified several mRNAs affected by differential exon abundance in the absence of *Scx*. Together, these findings identify genes and hierarchical networks regulated by *Scx* in remodeling heart valves and provide insights into molecular and cellular processes that when abrogated, could underlie disease.

## Materials and Methods

### Murine Tissue Collection

*Scx^-/-^* and *Scx^+/+^* littermate mice were generated as previously described [9] and collected at embryonic day (E) 15.5, counting day E0.5 by evidence of a copulation plug. Atrioventricular canal (AVC) regions containing mitral, tricuspid and aortic valves from *Scx^+/+^* (n = 3) and *Scx^-/-^* (n = 3) embryos were dissected from hearts with minimal myocardial contamination and RNA was extracted using Trizol reagent (Invitrogen). Alternatively, whole hearts were collected and prepared as described below for immunohistochemical analysis. This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The mouse protocol (AR11-00076) was approved by the IACUC Committee at Nationwide Children's Hospital.

### RNA preparation and processing

Total RNA samples were sent to Ocean Ridge Biosciences LLC (Palm Beach Gardens, FL) for quality control analyses and processing. RNA concentration was determined by ribogreen fluorometry, and RNA integrity and purity assessed using agarose gel electrophoresis. All samples had RNA Integrity of “1”, indicating intact RNA with strong ribosomal banding. First- and second-strand cDNA was synthesized from purified RNA and library constructed.

### RNA sequencing and data processing

The cDNA library for each sample was sequenced using the Illumina HiSeq 2000 instrument and sequencing by synthesis (SBS) technology (Illumina, San Diego, CA, USA). Tophat 1.4.1 software was used to align the library reads to the UCSC Mouse (mm9) reference genome (>75% efficiency), and annotated using Samtools v0.1.18. EasyRNASeq version 1.6 was used to count reads mapping within Ensembl version 66 exons, and calculate normalized counts for each gene. Raw count files were annotated using data from Ensembl Mouse version 66. Reads per kilo-base per million (RPKM) values were calculated using easyRNASeq output, and automatically processed using Perl version 5.10.1. RPKM values were filtered to retain genes with a minimum of ∼50 mapped reads in one or more samples. The threshold of 50 mapped reads is considered the Reliable Quantification Threshold, as RPKM values for a gene represented by 50 reads should be reproducible in technical replicates. To avoid reporting large fold changes due to random variation of counts from low abundance mRNA, RPKM values equivalent to a count of ≤10 reads per gene were replaced with the average RPKM value equivalent to 10 reads/gene across all the samples in the experiment. One-way ANOVA was performed and fold changes were calculated using R version 3.0 statistical computing software. If the mean of both groups considered in a fold-change comparison were below the Reliable Detection Threshold (50 reads/gene), “NA” was reported. Significant fold changes were considered with p-value <0.05. Raw data files of the RNA-seq analysis can be accessed through GEO (Gene Expression Omnibus) Data Sets, accession GSE57423.

### Venn Diagram

All detectable genes in *Scx^-/-^* and *Scx^+/+^* samples were selected for representation in a Venn diagram. Genes were considered ‘undetectable’ if the RPKM was below the Detection Threshold for the corresponding sample. If at least one of the gene reads from a triplicate sample set was proven undetectable while all gene reads in the comparative sample set was proven detectable, the gene was considered uniquely expressed in that sample. If the gene was read from both triplicate sample sets had detectable RPKM values above the Detection Threshold, the gene was considered common amongst sample groups. Genes with at least one triplicate below the Detection Threshold in both sample sets are not represented in the Venn diagram.

### Clustering analysis

Genes corresponding to differentially expressed transcript clusters were selected for display in hierarchical clustering, with threshold criteria of p<0.05 in a one-way ANOVA analysis. The 862 differentially expressed genes were clustered using Cluster 3.0 software. The log2-transformed data were pre-processed by median centering, and then hierarchically clustered using centered correlation as the similarity metric and average linkage as the clustering method.

### Alternative Splicing Indexes

The normalized counts of sequence reads (RPKM) mapped to annotated UCSC exons were determined using easyRNASeq software. The annotations for each gene were added from Ensembl BioMart. The exon-level RPKM values were filtered in two steps. First, exons were discarded if their corresponding genes did not reach the Reliable Quantification Threshold (∼50 reads/gene) in at least one sample. Second, exons were discarded if the exons were not detected (at least one read/exon) in at least one sample. Prior to calculating Splicing Indexes, the exon data was adjusted such that RPKM values of ≤1 read/exon were replaced with the RPKM that was equivalent to 1 read/exon, as calculated from an average of all samples in the data set. The Splicing Indexes were calculated based on the formula: exon RPKM/gene RPKM. The Splicing Index value for a given exon and sample were replaced with “NA” if the corresponding gene count was not reliably detected (<50 reads/gene). ANOVA and Tukey test were performed to determine statistically significant differences in *Scx^-/-^* vs. *Scx^+/+^* samples, and significance of “NA” was reported for an exon if the Splicing Index of one or more samples was set to “NA” due to low or absent gene level expression.

### Pathway Analysis

Identified differentially expressed genes were further analyzed for the inclusion in gene ontology and pathway analysis in order to determine the distribution of genes amongst functional biological processes. WebGestalt software (Vanderbilt University) was utilized for a statistics-based pathway analysis to compare the relative distribution of genes that met specific significance criteria to the distribution of all detectable genes. Statistical significance is based on an adjusted p-value <0.05 for enrichment of genes meeting the selection criteria, relative to the reference genes in specific pathways. The WebGestalt software was used to query three pathway databases including KEGG, Wiki Pathways, and GO Pathways. Additional analyses were performed using Ingenuity Pathway Analysis software (IPA, Ingenuity Systems, Redwood City, CA, USA). The annotated genes were grouped into networks, functions, and/or canonical pathways. The txt. files with gene IDs, fold change expression, and p-values were uploaded in the software, and genes were mapped into corresponding gene objects in the Ingenuity Knowledge Base (IKB). Genes with fold change >1.5 and p value <0.05 were used to generate a network of focus genes into global molecular networks and predicted upstream signaling pathways. Fisher's exact test was used to identify the most significantly (p<0.05) altered biological functions and/or diseases within the dataset.

### Immunohistochemistry

Whole hearts were harvested from E15.5 *Scx^-/-^* and *Scx^+/+^* embryos and fixed in 4% paraformaldehyde (PFA) overnight and processed for paraffin embedding as described [9]. 7 µm tissue sections were cut, deparaffinized and rehydrated through an ethanol gradient series and washed three times for ten minutes in 1xPBS containing 0.5% Triton-X. Tissue sections were then incubated in blocking solution for one hour at room temperature as described [12], followed by overnight incubation with primary antibodies against Fibromodulin (Fmod) (Santa Cruz sc-33772, 1∶50), Heparin Sulfate Proteoglycan 2 (Hspg2) (Santa Cruz sc-25848, 1∶100) and Collagen type 4 (Col4) (Santa Cruz sc-9301, 1∶50). Tissue sections were then washed in 1xPBS and incubated with appropriate Alexa-fluor-488 secondary antibodies for one hour at room temperature in the dark. Following several washes with 1x PBS, tissue sections were mounted with Vectashield containing DAPI nuclei stain.

### Rat Valve Interstitial Cell Isolation

Valve interstitial cells (VICs) were isolated from three, Sprague-Dawley rats and cultured as previously described [13]. This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The rodent protocol (AR14-00017) was approved by the IACUC Committee at Nationwide Children's Hospital).

### Scleraxis Gain of Function Assays

Passage 1-3 rat VICs were plated on 4kPa collagen-coated polyacrylamide substrates at a density of 200,000 cells/well (6 well). For Scx overexpression assays, rat VICs were equilibrated in serum-free rat VIC media for 24 h prior to treatment. Cells were then treated with 3×10∧7 AdV-Scx or AdV-GFP in serum-free VIC media for 24 h and RNA was isolated.

### Quantitative PCR

RNA was extracted from treated rat VICs using standard Trizol protocols (Invitrogen). 200 ng of RNA was synthesized into cDNA using the RNA to cDNA synthesis kit (Applied Biosystems) according to the manufacturer's protocol. cDNA was diluted 1∶5, and quantitative real-time PCR was performed using 5 µL cDNA and 10 µl Taqman Master mix (Applied Biosystems) with 0.5 µl each primer (at 20 pmol/ µl) as described [12] with the following TaqMan assays (Applied Biosystems): *Scx* (Rn1504576_m1), *Actn4* (Mm00502489_m1), *Dot1L* (Rn01535507_m1), *Aldh1a1* (Rn00755484_m1) and *18s* (4352930). Cycle counts for each target gene were normalized to *18s* expression, and significant differences in gene expression were reported as a fold change compared to respective controls.

## Results

### Pairwise and clustering analysis distinguishes E15.5 *Scx^-/-^* atrioventricular canal regions from controls

As we have previously shown that Scx is highly expressed in heart valves from E15.5 and required for formation of valvular structures [9], examining differential gene expression changes in null mice could provide insights into the potential function of Scx during valve remodeling. To do this, we performed global transcriptome analysis in atrioventricular canal regions containing mitral, tricuspid and aortic valves, isolated from E15.5 *Scx^-/-^* (n = 3) and *Scx^+/+^* (n = 3) hearts. 

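Each of the 6 hearts gave its own RNA library from dissected atrioventricular canal regions at embryonic day 15.5, without sorting of valve cells. The authors aligned the reads to the mouse genome mm9 and calculated RPKM, which is normalized for exon length and depth, for each Ensembl gene with easyRNASeq. The deposited table holds RPKM for 18810 genes in the 3 Scx-/- and 3 Scx+/+ libraries, without read counts. By their methods, the authors kept genes with about 50 reads in at least 1 library and replaced values of 10 reads or fewer. The table holds a common fill-in value, which is 0.0949 RPKM and takes 8395 of its values. Multiplying each RPKM by the exon length of its gene in the Ensembl annotation of mm9 gave whole reads, within 0.1 read, for 98.45% to 98.57% of the values under 1000 reads, once the depth of each library was solved for. The depth was 52323447, 66991284 and 59737811 reads in Scx-/- replicates 1 to 3 and 60027723, 46429972 and 68570996 reads in Scx+/+ replicates 1 to 3. Of the 18810 identifiers, 18695 were in that annotation. The 7SK RNA had the highest RPKM in every library, and the 10 most abundant genes held 56.9% of the RPKM sum of Scx+/+ replicate 2 against 30.7% to 43.9% in the other 5 libraries. Y-linked genes were expressed in replicates 1 and 3 of both genotypes and Xist in replicate 2 of both.

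The values were tested as log2(RPKM + 0.1) with limma, an intensity trend and Benjamini-Hochberg adjustment over all 18810 genes. Fold changes below are on that scale, which understates the change of low genes. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1, so values per library or mean ± SD are given with limma's p. Simulated data of the same size held 200 changed genes, all with a mean of at least 1 RPKM. Of those changed by a fold of 2, limma called 79% at an unadjusted p below 0.05 and 0.5% after adjustment. At a fold of 4 it called 69.5% after adjustment. Changes in lower genes were not simulated, so these shares do not hold for them.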

Samples were subject to RNA sequencing (RNA-seq) using Illumina HiSeq 2000 following confirmation of a 1523.23 ± 58.68 fold decrease in Exon 1 expression in *Scx^-/-^* samples compared to controls, as previously described [10]. 

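Scx, listed as ENSMUSG00000034161, lies on chromosome 15 of mm9 from 76287868 to 76289898 on the plus strand. It has 2 exons, and exon 1 (76287868 to 76288616, 749 nt) makes up 65.9% of its exon length. The gene lies within Bop1, which runs from 76283426 to 76307699 on the minus strand, and the paper's text does not name a strand for the counting. The table gives Scx as a whole and no value for exon 1 alone. Whole-gene Scx was 33.6, 18.6 and 82.9 RPKM in Scx-/- replicates 1 to 3, from 1995, 1413 and 5628 reads, and 29.5, 58.3 and 26.0 RPKM in Scx+/+ replicates 1 to 3, from 2010, 3073 and 2023 reads. The log2 fold change was 0.07 (standard error 0.51, adjusted p = 0.996 from limma), less than the spread between libraries of a genotype (exact permutation test, two-sided, p = 0.9). Without Scx-/- replicate 3, the log2 fold change was -0.50, and it ranged from -0.50 to 0.57 with each library left out in turn. With exon 2 unchanged and reads even along the gene, loss of exon 1 would leave about 34.1% of the Scx reads. The comparison of the genotypes shows no such fall, so the whole-gene values do not back the genotype labels. Without values by exon, they cannot tell wrong labels from other reads over the locus. Every library below is named by its label. Bop1 was 10.8 ± 4.35 RPKM (SD, n = 3) in Scx-/- and 12.0 ± 2.28 RPKM (SD, n = 3) in Scx+/+.

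**Figure D1:**
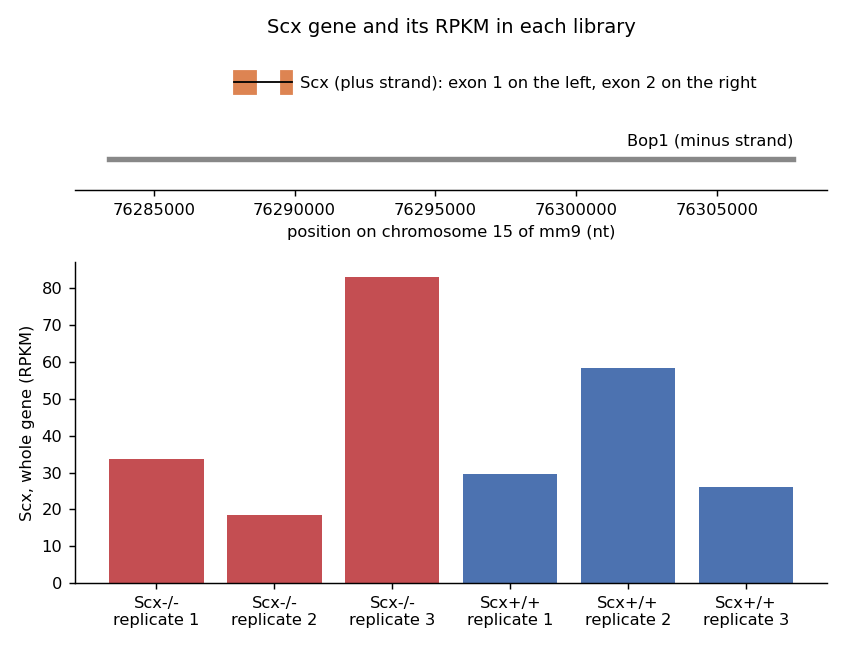
The upper panel maps the exons of Scx and the extent of Bop1 by position on chromosome 15 of mm9, and the lower panel plots whole-gene Scx in RPKM, a bar per library. The 3 Scx-/- libraries, at 18.6 to 82.9 RPKM, overlap the Scx+/+ libraries, at 26.0 to 58.3 RPKM.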

Annotation from Ensembl and Reliable Quantification Threshold settings (50 RPKM) resulted in a total of 18,810 detectable genes. 

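The table lists 18810 Ensembl identifiers. By the annotation, 13541 were protein-coding genes, 2426 pseudogenes, 801 processed transcripts, 614 lincRNAs, 449 snoRNAs, 388 miRNAs and 304 snRNAs, and 115 identifiers were not matched. The smallest maximum of any gene over the 6 libraries was 0.395 RPKM. By recovered reads, 2181 of the 18695 matched genes had fewer than 50 reads in every library, among them 327 miRNAs and 306 snoRNAs but only 377 protein-coding genes. Values that were not filled in stood for at least 5.46 to 5.56 reads per kilobase of exon in each library, so that the filter and the fill-in followed read density. For 13827 genes the mean over the 6 libraries was at least 1 RPKM.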

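The rule of the methods was applied to the table with a gene taken as undetected in a library where its value equals the fill-in value. By that rule, 884 genes were detected in all 3 Scx-/- libraries and undetected in at least 1 Scx+/+ library, and 357 genes were the reverse. Both genotypes detected 15679 genes in all 3 libraries. Of the 884 genes, 582 were missing in Scx+/+ replicate 2 alone, 74 in Scx+/+ replicate 1 alone and 72 in Scx+/+ replicate 3 alone, and 30 were missing in all 3 Scx+/+ libraries. Leaving out a library raises the count of its genotype by construction, so 1 library of each genotype was left out at a time, an alternative chosen after seeing the data. The genes unique to Scx-/- minus those unique to Scx+/+ were then 564 to 746 with Scx+/+ replicate 2 kept and -297 to -126 without it.

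**Figure D2:**
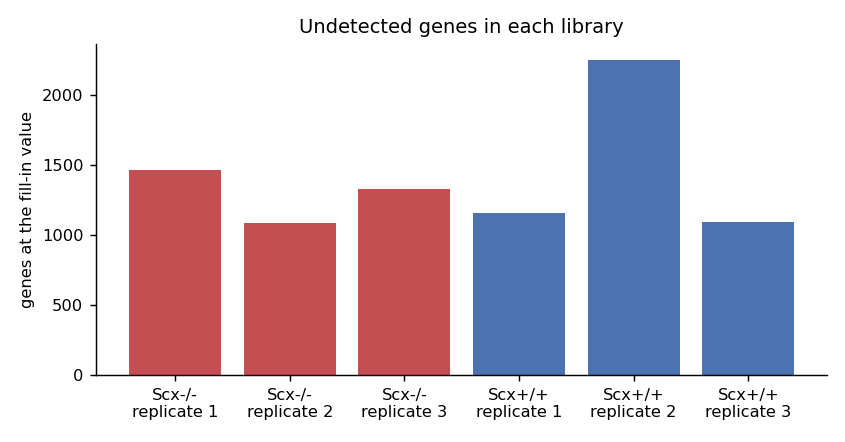
Bars show the number of genes at the fill-in value in each library, 3 per genotype. Scx+/+ replicate 2 has 2252 such genes and the other 5 libraries have 1088 to 1465.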

Pairwise comparisons between *Scx^-/-^* and *Scx^+/+^* sample groups were made and 362 mRNAs were found to be uniquely expressed in *Scx^-/-^* samples, 885 in *Scx^+/+^* control samples, and 15,650 genes were commonly expressed in both sample sets (Figure 1A). 2,798 genes were categorized as ‘undetected’ after Detection Threshold criteria. These observations suggest that a total of 1,247 genes are regulated in a Scx-dependent manner in remodeling heart valve at E15.5. 

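By the same rule, 1890 genes had at least 1 undetected library in both genotypes. The number of undetected genes was 1465, 1088 and 1333 in Scx-/- replicates 1 to 3 and 1161, 2252 and 1096 in Scx+/+ replicates 1 to 3. A further 111 values lay under the fill-in value.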

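Of the 1241 genes unique to a genotype by the rule of the methods, 137 were at an unadjusted p below 0.05 in limma and 0 at an adjusted p below 0.05. The median of their highest value over the 6 libraries was 0.988 RPKM. When a gene counted as unique only if undetected in all 3 libraries of the other genotype, 39 genes remained, 30 in Scx-/- and 9 in Scx+/+. With detection at 1 RPKM or more, 691 genes were unique to Scx-/- and 427 to Scx+/+. From the genes unique to a genotype, the paper proposes that their expression depends on Scx at this stage.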

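The 25 protein-coding genes of Table 1 correspond to 26 identifiers in the table, since Rad54b has 2. In limma, 23 of the 25 genes were at an unadjusted p below 0.05 in the paper's direction, and the adjusted p of the 26 identifiers ran from 0.967 to 0.999. Shank3 and Megf10 were lower in all 3 Scx-/- libraries than in any Scx+/+ library but were not among the 23, and Shank3 passed the threshold with the median of all genes set to 0. Chromosome 15, which holds Scx, holds 7 of the 26 identifiers (Ly6i, Dnajb7, Pvalb, Apobec3, Aard, Parvb and Shank3) and 521 of all 13541 protein-coding genes, an odds ratio of 9.32 (Fisher's exact test, one-sided, adjusted p = 0.000917 over the chromosomes, chosen after seeing the data). Adjusted over the list alone, 22 of the 26 identifiers were below 0.05, which is not independent evidence because the list was chosen on these libraries. The mean over the 6 libraries was under 1 RPKM for 20 of the 26 identifiers, so that 5 genes were counted when only genes with a mean of at least 1 RPKM were tested. At least 1 library was at the fill-in value for 11 identifiers, and all 3 Scx+/+ libraries for 5. Ly6i on chromosome 15 (74810242 to 74813860) had the largest log2 fold change of the list, 2.43 (standard error 0.60), from 37, 33 and 123 reads in the Scx-/- libraries and 6 reads in Scx+/+ replicate 2 with the other Scx+/+ libraries at the fill-in value. Cst9 was 0.760 ± 0.207 RPKM (SD, n = 3) in Scx-/-, from 19 to 38 reads, and listed at the fill-in value in every Scx+/+ library. Ftsj2, with a mean over 1 RPKM, was 2.66 ± 0.197 RPKM (SD, n = 3) in Scx-/- and 1.13 ± 0.442 RPKM (SD, n = 3) in Scx+/+, a log2 fold change of 1.22 that stayed between 0.98 and 1.49 with each library left out in turn. One of the Rad54b identifiers, ENSMUSG00000066307, lies inside the other and had a log2 fold change of 1.21, and the longer one, ENSMUSG00000078773, had -0.01.

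Table S1 has 36 entries of non-protein-coding genes, and 24 of their symbols name a single identifier in the table. Of these 24, 22 were at an unadjusted p below 0.05 in limma in the paper's direction and 0 at an adjusted p below 0.05. The 13 miRNAs and snoRNAs among them are 65 to 137 nt long, and 11 had fewer than 50 reads in every library.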

The top 25 most differentially expressed protein-coding mRNAs in *Scx^-/-^* samples are indicated in Table 1, and affected non-protein-coding genes are shown in Table S1.

**Figure 1:**
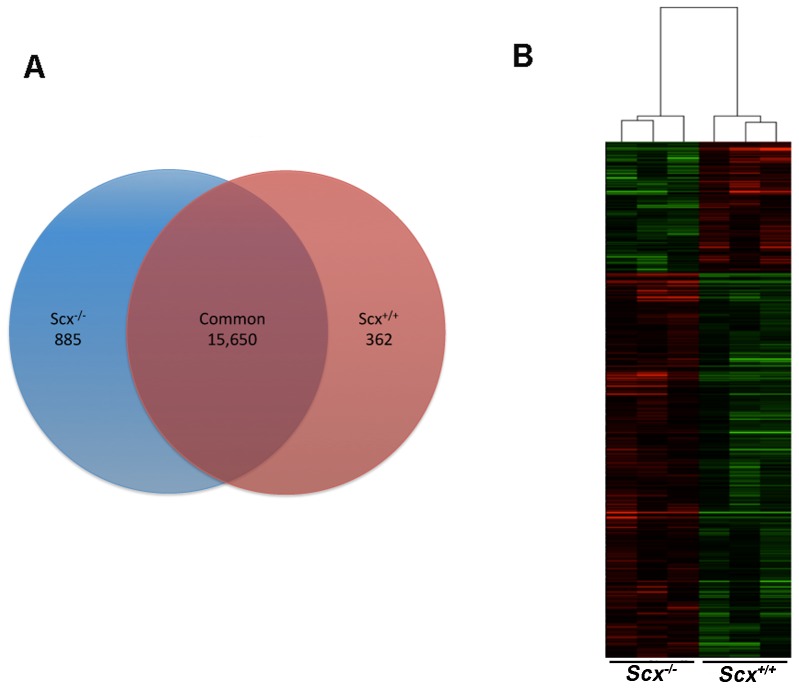
Loss of *Scx* function in remodeling murine heart valves at E15.5 leads to distinct transcriptome profiles. (A) Venn diagram to show the number of detectable protein-coding and non-protein coding mRNAs that were unique and common to *Scx^+/+^* and *Scx^-/-^* samples. (B) Heat map to show hierarchical clustering of differentially expressed genes (>1.5-fold change, p<0.05) in *Scx^+/+^* and *Scx^-/-^* samples.

**Table 1:** Top 25 most differentially expressed protein-coding mRNAs (>1.5-fold change, p<0.05) in *Scx^-/-^* atrioventricular canal samples compared to *Scx^+/+^* controls.

Gene	Description	Fold Change	p-value
*Ly6i*	lymphocyte antigen 6 complex, locus I	11.01	7.98E-03
*Cst9*	cystatin 9	8.01	2.76E-04
*Mlana*	melan-A	6.78	1.13E-02
*Dnajb7*	DnaJ (Hsp40) homolog, subfamily B, member 7	5.78	2.16E-02
*Akr1b7*	aldo-keto reductase family 1, member B7	5.76	1.46E-02
*Glrp1*	glutamine repeat protein 1	5.69	3.09E-02
*Rnase1*	ribonuclease, RNase A family, 1 (pancreatic)	5.10	2.60E-03
*Pacrg*	PARK2 co-regulated	4.62	1.05E-02
*Gatsl3*	GATS protein-like 3	3.64	1.02E-02
*Rpusd1*	RNA pseudouridylate synthase domain containing 1	3.61	6.27E-03
*Rad54b*	RAD54 homolog B (S. cerevisiae)	2.35	4.10E-02
*Ftsj2*	FtsJ homolog 2 (E. coli)	2.35	1.67E-02
*Nppc*	natriuretic peptide type C	3.10	4.88E-02
*Pvalb*	parvalbumin	3.10	3.85E-02
*Apobec3*	apolipoprotein B mRNA editing enzyme, catalytic polypeptide 3	2.96	2.58E-02
*Mnda*	myeloid cell nuclear differentiation antigen	2.89	3.70E-02
*C1qtnf2*	C1q and tumor necrosis factor related protein 2	2.69	2.51E-02
*Aard*	alanine and arginine rich domain containing protein	2.68	3.28E-02
*Trmt61a*	tRNA methyltransferase 61 homolog A (S. cerevisiae)	2.56	1.60E-02
*Parvb*	parvin, beta	0.40	1.81E-02
*Shank3*	SH3/ankyrin domain gene 3	0.41	7.25E-03
*Megf10*	multiple EGF-like-domains 10	0.42	2.93E-02
*Hlx*	H2.0-like homeobox	0.42	2.25E-02
*Cml1*	camello-like 1	0.29	1.67E-02
*B3galt4*	UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 4	0.31	3.43E-02

To further examine changes in gene expression, one-way ANOVA analysis was performed to compare significant differences in the core 18,810 detectable gene expression profiles in *Scx^-/-^* samples and *Scx^+/+^* controls. Of these, a total of 862 genes were differently expressed with a p-value of <0.05. 

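In limma, 731 of the 18810 genes were at an unadjusted p below 0.05, where 940.5 would be 5% of the genes tested. At an adjusted p below 0.05 there were 0 genes, and the smallest adjusted p was 0.173. One-way ANOVA on log2 RPKM, without pooling the spread across genes, gave 862 genes at an unadjusted p below 0.05 and 1 after adjustment, and on the RPKM itself 848 and 0. The 1 gene, the identifier ENSMUSG00000093787, was picked out here after its values were seen. It is listed at the fill-in value in all 3 Scx-/- libraries and at 1.35, 1.16 and 1.18 RPKM in the Scx+/+ libraries. Of the 731 genes, 409 were also among the 862. The alternative that moved the count most was leaving out Scx+/+ replicate 2, with 1549 genes. The 3 libraries of a genotype did not overlap those of the other for 1787 genes, 9.5% of all, where chance gives 10%.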

645 genes were upregulated, while 217 genes were downregulated in *Scx^-/-^* samples compared to controls. 

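Of the 731 genes called at an unadjusted p below 0.05 in limma, 531 (72.6%) were higher and 200 lower in Scx-/-. Most genes of the table leaned the same way, with a log2 fold change above 0 for 63.8% of all genes and a median of 0.105 over all of them. Over genes with a mean of at least 1 RPKM, the median log2 ratio to the mean library was 0.15, 0.03 and -0.01 in Scx-/- replicates 1 to 3 and 0.02, -0.05 and -0.13 in Scx+/+ replicates 1 to 3. When that median was set to 0 in each library, 646 genes were called, 281 (43.5%) higher and 365 lower. Quantile normalization gave 352 (49.9%) higher and 353 lower. Of the 731 genes, 480 were called on the same side after the median was set to 0 and 513 after quantile normalization.

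**Figure D3:**
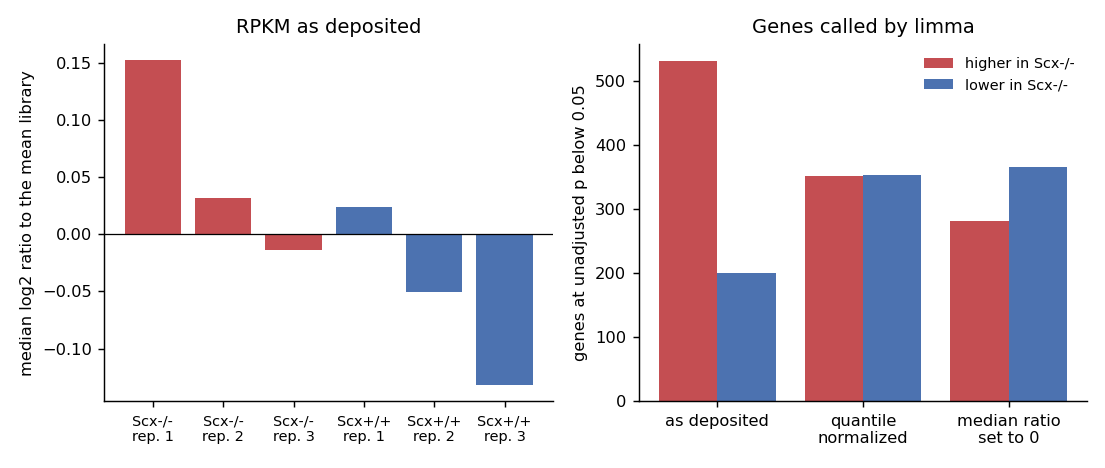
The left panel plots the median log2 ratio of each library to the mean library in the RPKM as deposited, a bar per library. The right panel plots the number of genes at an unadjusted p below 0.05 in limma that are higher or lower in Scx-/-, 531 and 200 as deposited, 352 and 353 after quantile normalization and 281 and 365 with the median ratio set to 0.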

To visually represent commonality or variance in the pattern of the 862 differentially expressed genes between the two sample groups, hierarchical clustering and heat map analyses were performed. 

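Over all 18810 genes, the Spearman correlation between libraries ran from 0.924 to 0.957. It averaged 0.944 between libraries of the same genotype and 0.945 between libraries of different genotypes (exact permutation test over the 10 splits of the 6 libraries, one-sided, p = 0.5, where the smallest possible is 0.1). The highest correlation, 0.957, was between Scx-/- replicate 1 and Scx+/+ replicate 1, and the lowest, 0.924, between Scx+/+ replicates 2 and 3. The clustering of the methods, with log2 RPKM centred on the median and average linkage on the centred correlation, was repeated. On all genes it first separated Scx-/- replicate 3 and Scx+/+ replicate 2 from the other 4 libraries. On the 731 genes called by limma it first separated the 3 Scx-/- from the 3 Scx+/+ libraries, as it also did on the 862 genes at p below 0.05 in one-way ANOVA on log2 RPKM. Those genes were chosen by the same grouping. In its text on the heat map, the paper proposes similar gene expression profiles. Its section heading and the title of its Figure 1 instead state that the genotypes are distinct.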

As shown in Figure 1B, *Scx^-/-^* samples clustered indifferently from controls, suggesting similar gene expression profiles.

### Scleraxis loss and gain of function leads to differential changes in expression of candidate mRNAs

RNA-seq analysis revealed that 862 mRNAs were differentially expressed in atrioventricular canal regions from E15.5 *Scx^-/-^* mice. To validate some of these as potential direct or indirect targets of Scx, we performed gain of function experiments in rat valve interstitial cells (rat VICs) by infecting with an adenovirus containing full length Scx (AdV-Scx) or AdV-GFP that served as a control [11]. Following infection, changes in expression of *Actn4, Aldha1* and *Dot1L* were examined by qPCR. 

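Actn4 (ENSMUSG00000054808) lies on chromosome 7 of mm9 from 29678267 to 29747359. It was 9.83 ± 1.33 RPKM (SD, n = 3) in Scx-/- and 13.0 ± 1.38 RPKM (SD, n = 3) in Scx+/+, from 2733 to 4411 reads per library. Its log2 fold change was -0.41 (standard error 0.18, adjusted p = 0.967 from limma), every Scx-/- library was below every Scx+/+ library, and it was among the genes at an unadjusted p below 0.05 in limma with the median of all genes set to 0 but not as deposited. Aldh1a1 (ENSMUSG00000053279, chromosome 19 from 20676451 to 20717952) was 3.33 ± 0.693 RPKM (SD, n = 3) in Scx-/- and 1.45 ± 0.704 RPKM (SD, n = 3) in Scx+/+. The log2 fold change was 1.21 (standard error 0.36, adjusted p = 0.967 from limma) and kept its direction between 1.02 and 1.56 with each library left out in turn. It was among the genes at an unadjusted p below 0.05, and in 3 of the 6 fits that left out a library it was not. Dot1l (ENSMUSG00000061589, chromosome 10 from 80217951 to 80258206) was 1.12 ± 0.122 RPKM (SD, n = 3) in Scx-/- and 1.70 ± 0.241 RPKM (SD, n = 3) in Scx+/+, a log2 fold change of -0.55 (standard error 0.30, adjusted p = 0.967 from limma). It was not among the genes at an unadjusted p below 0.05 in limma. For each of the 3 genes the genotypes did not overlap, for which the exact permutation test gives p = 0.1, the smallest it allows.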

Figure 2A indicates fold changes in expression of these mRNAs from RNA-seq findings, while Figure 2B demonstrates that *Scx* overexpression in rat VICs leads to significant increases in *Actn4* and *Dot1L*. *Aldha1* expression was unchanged in response to Scx gain of function, which may reflect phenotypic differences between embryonic murine atrioventricular canal regions and young rat VIC cultures.

**Figure 2:**
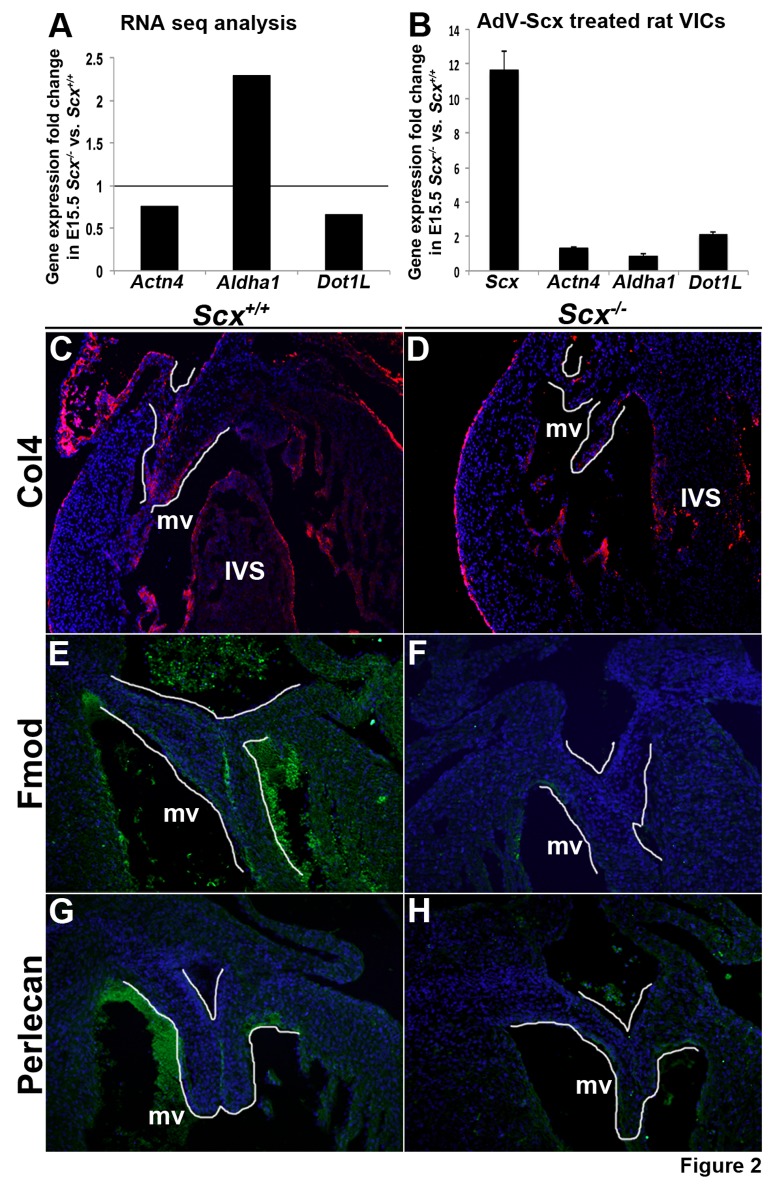
Validation of RNA-seq analysis. (A) Fold changes in gene expression of *Actn4, Aldha1* and *Dot1L* based on RNA-seq analysis. Grey line indicates normalized gene expression levels in *Scx^+/+^* controls (set at 1). (B) qPCR to show fold changes in *Scx, Actn4, Aldha1* and *Dot1L* expression in rat VICs infected with an adenovirus overexpressing Scx (AdV-Scx) compared to AdV-GFP infected controls. *, p<0.05, n = 3. Grey line indicates normalized gene expression levels in AdV-GFP treated rat VICs (set at 1). (C-H) Fluorescent immunohistochemistry to detect Type IV Collagen (Col4) (C, D at 10x magnification), Fibromodulin (Fmod) (E, F at 20x magnification) and Heparin sulfate proteoglycan 2 (Hspg2) (G, H at 20x magnification) in mitral valves (highlighted by white line) from E15.5 *Scx^+/+^* controls (C, E, G) and *Scx^-/-^* (D, F, H) embryos. Note reduced expression in tissue sections from *Scx^-/-^* embryos. mv, mitral valve; IVS, interventricular septum.

In addition to qPCR validation, immunostaining was performed to confirm differential changes in expression of Collagen 4 (Col4) (*Col4a1* 0.67-fold, p = 0.00053*; Col4a2* 0.68-fold, p = 0.0007) (Figure 2C, D), Fibromodulin (Fmod) (0.58-fold, p = 0.0049) (Figure 2E, F), and Heparin sulfate proteoglycan 2 (Hspg2) (0.55-fold, p = 0.0028) (Figure 2G, H) on tissue sections of mitral valves from E15.5 *Scx^-/-^* embryos. 

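Col4a1 (ENSMUSG00000031502) and Col4a2 (ENSMUSG00000031503) lie next to each other on chromosome 8 of mm9, from 11198423 to 11312826 on the minus strand and from 11312805 to 11449287 on the plus strand, and so overlap by a few bases. Col4a1 was 33.2 ± 2.76 RPKM (SD, n = 3) in Scx-/- and 49.6 ± 4.71 RPKM (SD, n = 3) in Scx+/+, from 12754 to 20820 reads per library. The log2 fold change was -0.58 (standard error 0.16, adjusted p = 0.967 from limma). Col4a2 was 20.5 ± 2.45 RPKM (SD, n = 3) in Scx-/- and 30.3 ± 1.80 RPKM (SD, n = 3) in Scx+/+, with a log2 fold change of -0.57 (standard error 0.16, adjusted p = 0.967 from limma). Both were at an unadjusted p below 0.05 in all 6 fits that left out a library. Hspg2 (ENSMUSG00000028763, chromosome 4 from 137024634 to 137126545) was 2.16 ± 0.193 RPKM (SD, n = 3) against 3.91 ± 1.14 RPKM (SD, n = 3) in Scx+/+. Its log2 fold change of -0.79 (standard error 0.28, adjusted p = 0.967 from limma) passed the unadjusted threshold in 4 of those 6 fits and not with the trend on exon length and GC content removed. Fmod (ENSMUSG00000041559, chromosome 1 from 135933831 to 135944854) was 0.673 ± 0.211 RPKM (SD, n = 3) against 1.16 ± 0.188 RPKM (SD, n = 3), from 96 to 297 reads per library. Its log2 fold change was -0.73 (standard error 0.38, adjusted p = 0.967 from limma), and it was not at an unadjusted p below 0.05 in limma as deposited, but was with the median of all genes set to 0 and with the trend on exon length and GC content removed.

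**Figure D4:**
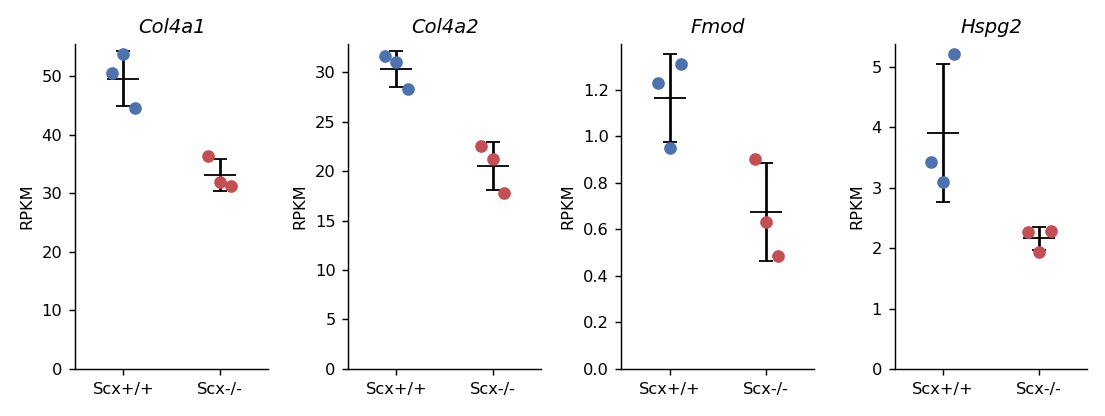
RPKM of Col4a1, Col4a2, Fmod and Hspg2 in Scx+/+ and Scx-/-, each on its own axis from 0. Points are libraries, horizontal marks are means of 3 libraries and error bars are SDs. In each gene the Scx-/- libraries lie below the Scx+/+ libraries, in Col4a1 at 31.3 to 36.4 RPKM against 44.5 to 53.8 RPKM.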

Consistent with RNA-seq analysis (indicated in parentheses), immunostaining shows decreased protein expression levels of these targets in mitral valves from *Scx^-/-^* embryos (Figures 2D, F, H) compared to *Scx^+/+^* controls (Figures 2 C, E, G).

### Pathway analysis reveals enrichment of differentially expressed mRNAs associated with gene regulation, vitamin A metabolism and cellular development are significantly altered in E15.5 atrioventricular canal regions from *Scx^-/-^* samples

To determine the biological processes and molecular functions altered by the loss of *Scx* in E15.5 heart valves, pathway analysis was performed. Of the 862 differentially expressed genes that met criteria threshold (p-value <0.05), 300 showed a significant fold change >1.5. Of these 300,238 (157 increased, 81 decreased) had annotated Entrez identification numbers and were therefore used for subsequent pathway analysis using Gene Ontology (GO), KEGG, Wiki and Ingenuity IPA softwares. 

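Among the 731 genes at an unadjusted p below 0.05 in limma, 485 had a fold change over 1.5 on the log2(RPKM + 0.1) scale, 308 higher and 177 lower in Scx-/-. With the fold change as the ratio of the mean RPKM of the genotypes, there were 492, of which 313 were higher. The alternatives with the lowest and the highest counts were one-way ANOVA on the RPKM itself, with 291 genes, and leaving out Scx+/+ replicate 2, with 824.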

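Pathway databases were not used here. Short lists of well-known members of each process were written before the data were examined, some of them named after the paper's pathways and so not independent of its choice. Of these, 17 lists were tested with camera, a test in limma of whether a list moves relative to all other genes, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. At an adjusted p below 0.05 there were 4 lists, all lower in Scx-/- than the other genes. They were basement membrane (19 genes, adjusted p = 4.97e-07 from camera in limma), actin cytoskeleton (20 genes, adjusted p = 0.00914), histone lysine methyltransferases (27 genes, adjusted p = 0.0111) and the Notch pathway (20 genes, adjusted p = 0.0329). With each library left out in turn, the adjusted p from camera in limma reached 0.00313 for basement membrane at most, and 0.108, 0.108 and 0.145 for the other lists. With the trend on exon length and GC content removed, basement membrane stayed below 0.05 (adjusted p = 0.000386 from camera in limma). The other lists did not, at 0.0688, 0.238 and 0.137. None of the 4 held under fry in limma, where the smallest adjusted p of any list was 0.284, or under camera with the correlation estimated for each list, where it was 0.702. The estimated correlation was 0.46 within the basement membrane list. In none of the lists was a gene at an adjusted p below 0.05, over all genes tested or adjusted over the list alone. Of the 30 genes printed in Table 2, 17 were at an unadjusted p below 0.05 in limma in the direction of their first printed fold change, and 0 at an adjusted p below 0.05 over the list alone.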

We found that differentially expressed mRNAs in *Scx^-/-^* versus *Scx^+/+^* samples are largely associated with mechanisms related to gene regulation, vitamin A metabolism and cellular development processes (Table 2). These include mRNAs associated with methyltransferases, regulatory DNA binding, and Notch signaling pathways, all of which have been shown to regulate expression and function of target genes. In addition, predicted changes in 9-cis-retinoic acid-, vitamin A- and retinoic acid-biosynthesis and metabolic processes were observed. 

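The list of histone lysine methyltransferases held 27 genes, 17 lower and 10 higher in Scx-/-, with a median log2 fold change of -0.09, and -0.20 with the median of all genes set to 0. Wbp7 was 0.435 ± 0.0378 RPKM (SD, n = 3) in Scx-/- and 0.803 ± 0.169 RPKM (SD, n = 3) in Scx+/+. Wbp7, with a log2 fold change of -0.74, was not at an unadjusted p below 0.05 in limma. Of the genes under regulatory DNA binding in Table 2, Hlx and Mll2 were. Their log2 fold changes were -1.05 (standard error 0.43) and -0.83 (standard error 0.35). Junb and Nfatc2, at -0.89 and -0.74, were not. The reads behind Hlx and Junb were few, from 46 to 223 and from 30 to 134 per library. Hmgn3 and Hmgn5, under nucleosomal DNA binding, were both higher in every Scx-/- library than in any Scx+/+ library, with log2 fold changes of 0.69 and 0.66.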

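Aldh1a2 (ENSMUSG00000013584, chromosome 9 from 71063596 to 71144050) was 4.46 ± 0.567 RPKM (SD, n = 3) in Scx-/- and 2.94 ± 0.641 RPKM (SD, n = 3) in Scx+/+. The log2 fold change was 0.60 (standard error 0.25, adjusted p = 0.967 from limma). It was at an unadjusted p below 0.05 with all libraries, but in only 1 of the 6 fits that left out a library and not with the median of all genes set to 0. Of the 17 genes written for retinoic acid metabolism, 13 were in the table. The median log2 fold change was 0.45, with 9 genes higher and 4 lower in Scx-/-, and 2 genes, Aldh1a1 and Aldh1a2, were at an unadjusted p below 0.05. As a list they were not past the threshold (adjusted p = 0.199 from camera in limma). Rdh10, which oxidises retinol, was 1.78, 1.69 and 0.567 RPKM in Scx-/- replicates 1 to 3 and 1.01, 0.362 and 0.673 RPKM in Scx+/+ replicates 1 to 3.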

Significant changes in genes associated with cell development, cell morphology, cellular assembly and organization, and cell death and survival suggest an additional role for Scx in remodeling heart valves. In addition to pathway analysis, Ingenuity IPA software was used to predict upstream regulators of Scx in this system. 

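Of the genes under cellular development in Table 2, Gpc4 on the X chromosome (49406198 to 49518429) was 1.96 ± 0.338 RPKM (SD, n = 3) in Scx-/- and 3.79 ± 0.915 RPKM (SD, n = 3) in Scx+/+. Its log2 fold change was -0.90 (standard error 0.29, adjusted p = 0.967 from limma). Fas, which the paper lists under 4 of its terms, was 1.77 ± 0.354 RPKM (SD, n = 3) in Scx-/- and 1.01 ± 0.196 RPKM (SD, n = 3) in Scx+/+. Nucb2 was 8.82 ± 2.58 RPKM (SD, n = 3) against 5.19 ± 0.298 RPKM (SD, n = 3) and Nppc was 0.582 ± 0.0831 RPKM (SD, n = 3) against 0.187 ± 0.170 RPKM (SD, n = 3), both higher in Scx-/-. Fas and Nucb2 were past the unadjusted threshold in limma, and neither was with the median of all genes set to 0. Fam20c, Lrp5 and Nod1, at log2 fold changes of -0.73, -0.69 and -0.81, were not past it in limma, and with the median of all genes set to 0 Fam20c and Lrp5 were.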

Based on differential gene expression changes (fold change >1.5, p-value <0.05) 132 targets were predicted as upstream regulators of *Scx*, including the known regulator Tgfβ, [11], [14], [15] which was ranked number 2 based on p-value (Figure 3A), as well as the number 1 ranked Onecut1 (Figure 3B), a member of the Cut homeobox family of transcription factors involved in DNA binding. Together these bioinformatic approaches have revealed previously unappreciated networks and processes that are potentially mediated by Scx in remodeling heart valves.

**Figure 3:**
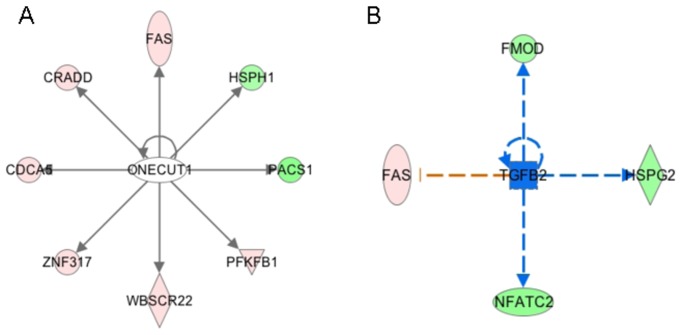
Predicted upstream regulators of Scx in remodeling heart valves. Ingenuity software analysis of differential gene expression changes (>1.5-fold change, p<0.05) in *Scx^-/-^* samples to predict upstream regulators of Scx. Based on Ingenuity prediction software, the molecule shapes indicate: ellipse = transcriptional regulators, triangle = kinase, circle = other, square = cytokine, diamond = enzyme. For molecular shape colors: red = upregulated mRNAs, green = downregulated mRNAs, white = no part of dataset, blue = canonical pathway. For lines, solid grey = effect not predicted, dashed line = indirect interaction (blue = positive indirect interaction, orange = negative indirect interaction).

**Table 2:** Bioinformatics pathway analysis to predict molecular functions and biological processes significantly affected by the loss of Scx in heart valves at E15.5.

Molecular function/Biological process	Bioinformatics Source and Associated Pathway Number	p-value	Gene	Fold Change
Lysine N-methyltransferase activity	GO:0016278	0.0005	*Dot1l*	0.66
Histone lysine N-methyltransferase	GO:0018024	0.0005	*Mll2*	0.52
Protein lysine N-methyltransferase activity	GO:0016279	0.0005	*Wbp7*	0.54
Histone methyltransferase activity	GO:0042056	0.0009		
Protein methyltransferase activity	GO:0008276	0.0022		
N-methyltransferase activity	GO:0008170	0.0017		
S-adenosylmethionine-dependent methyltransferase activity	GO:0008757	0.0058		
Transcription regulatory region DNA binding	GO:0044212	0.0071	*Junb*	0.49
Regulatory region nucleic acid binding	GO:0001067	0.0071	*Hlx*	0.42
Regulatory region DNA binding	GO:0000975	0.0071	*Nfatc2*	0.53
			*Ncor2*	0.46
			*Mll2*	0.52
Notch binding	GO:0005112	0.0007	*Dll4*	0.61
			*Ncor2*	0.46
9-cis-retinoic acid biosynthesis process	GO:0042904	0.00006	*Aldh1a1*	2.29
9-cis-retinoic acid metabolic process	GO:0042905	0.00006	*Aldh1a2*	1.52
Vitamin A biosynthetic process	GO:0035238	0.00006		
Retinoic acid biosynthetic process	GO:0002138	0.00020		
Diterpenoid biosynthetic process	GO.0016102	0.00020		
Terpenoid biosynthetic process	GO:0016114	0.00040		
Fat-soluble vitamin biosynthetic process	GO:0042363	0.00009		
Retinoic acid metabolic process	GO:0042573	0.00130		
3-chloroallyl aldehyde dehydrogenase activity	GO:0004028	0.00040		
Retinal dehydrogenase activity	GO:0001758	0.00040		
Nucleosomal DNA binding	GO:0031492	0.0006	*Hmgn5*	1.60
			*Hmgn3*	1.61
Secondary active transmembrane transporter activity	GO:0015291	0.0122	*AI317395*	0.64
			*Slc9a8*	0.66
			*Slc16a4*	0.54
Cysteine and methionine metabolism	KEGG:00270	0.0027	*Mpst*	1.74
			*Trdmt1*	1.59
			*Cdo1*	1.64
Pentose and glucuronate interconversions	KEGG:00040	0.0079	*Akr1b7*	5.76
			*Aldh1a1*	2.29
Notch Signaling Pathway	KEGG:04330	0.0090	*Dll4*	0.61
			*Ncor2*	0.46
			*Maml1*	0.64
Notch Signaling Pathway	Wiki	0.0010	*Dll4*	0.61
			*Ncor2*	0.46
			*Maml1*	0.64
	Wiki	0.0146	*Dll4*	0.61
Delta-Notch Signaling Pathway			*Ncor2*	0.46
			*Maml1*	0.64
Cellular Development	Ingenuity: IPA	3.26E-04	*Fam20c*	0.57
			*Fas*	1.76
			*Gpc4*	0.52
			*Hspg2*	0.55
			*Junb*	0.56
			*Lrp5*	0.49
			*Maml1*	0.56
			*Ncor2*	0.64
			*Nfatc2*	0.46
			*Nod1*	0.53
			*Nppc*	0.51
			*Nucb2*	3.10
Cell Morphology	Ingenuity: IPA	4.52E-04	*Efna5*	0.55
			*Fas*	1.76
Cellular Assembly and Organization	Ingenuity: IPA	4.52E-04	*Fas*	1.76
			*Plec*	0.66
Cellular Compromise	Ingenuity: IPA	4.52E-04	*Fas*	1.76
			*Plec*	0.66
Cell Death and Survival	Ingenuity: IPA	1.25E-03	*Maml1*	0.64
			*Plec*	0.66

(GO, Gene Ontology).

### Exon abundance is significantly altered in the absence of *Scx*

To determine alterations in the abundance of individual exons of detectable genes in *Scx^-/-^* samples, exon-level expression profiling was performed using easyRNASeq. A total of 99 protein-coding genes were significantly altered by splicing (p<0.05), and these are shown in Table S2. Figure 4 plots the splicing index of each exon (at least 10) for the top 8 most significantly spliced genes in our samples and these include *Egfl7*, *Hdac6* and *Rnf38.* As indicated by the asterisks, *Scx^-/-^* samples show distinct exon-specific expression profiles compared to controls, and suggest a role for Scx in post-transcriptional events during valve remodeling.

**Figure 4:**
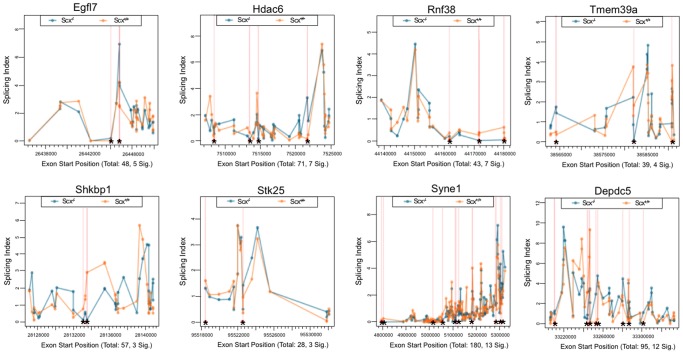
Exon-level splicing indices of mRNAs affected by alternative splicing events in *Scx^-/-^* samples at E15.5. Splicing indices of the top 8 mRNAs affected by changes in exon abundance (at least 10 exons) in the absence of Scx. * indicate significant differences in exon abundance (p<0.05).

## Discussion

To date, studies defining the role of Scx have focused on connective tissues of high mechanical demand including tendons, cardiac fibroblasts and heart valves [9], [11], [14]–[16]. Interestingly, defects in ECM organization and cell differentiation are commonly observed in all these affected structures in null mice [9], [11], [14]–[16], however the underlying causes are not understood but likely conserved. In heart valves, these phenotypes begin in the developing embryo and by birth, valves are abnormally thick and progressively worsen over time [9]. In order to define the roles that Scx plays in connective tissue systems and identify how loss of function gives rise to valve anomalies, RNA-seq was performed in valvular regions isolated from E15.5 *Scx^-/-^* embryos. Using this approach, we have identified previously unappreciated genes that are dependent upon Scx function and predicted novel upstream regulators. In addition, bioinformatics has unveiled potential new roles for Scx in remodeling heart valves associated with gene regulation, vitamin A metabolism and cell development processes. Together, these findings provide new insights into the mechanisms of Scx function in remodeling heart valves that could have implications in disease pathogenesis.

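By gene type, 304 protein-coding genes were higher and 75 lower in Scx-/- at an unadjusted p below 0.05 in limma, and 134 pseudogenes were higher and 25 lower. The snoRNAs were split 30 to 27. The called genes were short, with a median exon length of 1211 nt for those higher and 513.5 nt for those lower against 2524 nt for all genes in the annotation. With each library left out in turn, the share of called genes that was higher stayed between 63.0% and 81.1%. It depended on the scaling between libraries, and with the median log2 ratio of each library set to 0, 144 protein-coding genes were higher and 205 lower. From the larger number of genes that rose, the paper proposes that Scx acts mostly as a repressor of transcription.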

Of the 862 genes differentially expressed genes identified in E15.5 *Scx^-/-^* embryos, 645 (74.8%) were upregulated, therefore suggesting that similar to other bHLH proteins, Scx largely functions as a transcriptional repressor. While this could be direct repression of target DNA by Scx, this study has identified additional functions in which Scx could mediate gene regulation. Based on differential gene expression changes, processes associated with methyltransferase activity were significantly affected in the absence of *Scx* (Table 2). This includes decreases in *Dot1l* (0.66-fold) and *Mll2* (0.52-fold) which regulate methylation of histones to silence genes,[17]–[19] [20] therefore fitting with 645 genes increased in this study. In addition, several *miRNAs* were significantly decreased (*miR432* (0.09-fold), *miR-700* (0.1-fold), *miR-692-1* (0.35-fold)) which could also contribute to relieved post-transcriptional gene repression. However, using Panther and Target Scan software, we were unable to identify conserved seed sequences for these miRNAs in predicted target genes that were increased in *Scx^-/-^* embryos. Therefore suggesting that these Scx-dependent miRs are either acting indirectly on the increased gene set, or their decrease in expression is independent of differential gene expression findings. In contrast to decreased miRs, *miR-758, miR-134* and *miR-27b* were significantly increased and interestingly *miR-758* is predicted to bind conserved seed regions within *Col4a1*, a basement membrane collagen type that was found to be significantly decreased (0.67-fold, p = 5.29E-03) in *Scx^-/-^* embryos. In addition to changes in post transcriptional and post translational processes, genes associated with DNA binding were significantly altered and Ingenuity software predicted *Onecut1* as a potential upstream regulator of Scx (Figure 2A), a transcription factor previously shown to play roles in regulating gene expression.[21] However, further work is required to demonstrate this prediction. 

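Mll2 (ENSMUSG00000048154) lies on chromosome 15 of mm9 from 98662100 to 98701614, on the chromosome of Scx. It was 0.666 ± 0.0597 RPKM (SD, n = 3) in Scx-/- and 1.28 ± 0.235 RPKM (SD, n = 3) in Scx+/+, from 727 to 2071 reads per library. The log2 fold change was -0.83 (standard error 0.35, adjusted p = 0.967 from limma). It was at an unadjusted p below 0.05 with all libraries and in 3 of the 6 fits that left out a library, and stayed between -0.95 and -0.71 in these. With the trend on exon length and GC content removed it was not. Dot1l, at 1.14, 0.994 and 1.24 RPKM in Scx-/- replicates 1 to 3 and 1.92, 1.44 and 1.73 RPKM in Scx+/+ replicates 1 to 3, passed the unadjusted threshold in limma with the median of all genes set to 0 and in none of the 6 fits that left out a library.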

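The 3 miRNA genes rest on few reads, since each has an exon length of 75 to 109 nt. Mir432 (ENSMUSG00000087855, chromosome 12 from 110833166 to 110833240) had 5 and 4 reads in Scx-/- replicates 1 and 2 and the fill-in value in replicate 3, against 15, 21 and 74 reads in Scx+/+. Mir700 (ENSMUSG00000076123, chromosome 4 from 134972470 to 134972548) had 2 reads in Scx-/- replicate 3 and the fill-in value in the others, against 15, 4 and 11 reads. Mir692-1 (ENSMUSG00000076218, chromosome 17 from 7099578 to 7099686) had 5, 6 and 3 reads against 13, 15 and 9. The fill-in value stands for less than 1 read in genes of this length. Log2 fold changes were -3.44, -2.90 and -1.35, with adjusted p of 0.967, 0.852 and 0.967 from limma, and all kept their direction with each library left out in turn. Reads over so short a locus may come from a precursor or host transcript, and mature miRNAs were not measured here.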

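Mir758 (ENSMUSG00000076459, chromosome 12 from 110951020 to 110951100) had 49, 13 and 11 reads in the Scx-/- libraries and was listed at the fill-in value in the 3 Scx+/+ libraries. Mir134 (ENSMUSG00000065426, chromosome 12 from 110972349 to 110972419) had 4, 4 and 2 reads in Scx-/- and the fill-in value in Scx+/+. Mir27b (ENSMUSG00000065475, chromosome 13 from 63402008 to 63402104) had 36, 29 and 19 reads in Scx-/- and 6, 2 and 6 in Scx+/+, a log2 fold change of 2.50 (standard error 0.40, adjusted p = 0.446 from limma). All 3 were at an unadjusted p below 0.05 in the 6 fits that left out a library. Mir758, Mir134 and Mir432 lie within the same region of chromosome 12, and Mir432 fell in Scx-/- where the other 2 rose. Col4a1 was lower in all 3 Scx-/- libraries, at 36.4, 31.9 and 31.3 RPKM, which was also so with the median of all genes set to 0 (log2 fold change -0.69).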

Our analysis also revealed significant decreases in *Dll4* (0.61-fold) and *Ncor2* (0.46-fold) associated with overrepresentation of Notch binding (p = 0.0007) and Notch signaling (p = 0.01) by pathway analysis (Table 2). 

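Dll4 (ENSMUSG00000027314, chromosome 2 from 119151520 to 119161698) was 1.13 ± 0.0696 RPKM (SD, n = 3) in Scx-/- and 1.85 ± 0.208 RPKM (SD, n = 3) in Scx+/+, from 223 to 470 reads per library. The log2 fold change was -0.66 (standard error 0.29, adjusted p = 0.967 from limma). Every Scx-/- library was below every Scx+/+ library. It lay just above an unadjusted p of 0.05 in limma and passed it with the median of all genes set to 0. Maml1, at -0.57, did not. The list of the Notch pathway held 20 genes, 13 lower and 7 higher in Scx-/-, with a median log2 fold change of -0.14 and 0 genes at an unadjusted p below 0.05. From its pathway analysis and an assay in cultured porcine cells, which was not analysed here, the paper proposes that Scx regulates Notch signaling indirectly.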

While Notch is an important player in valve development and disease [22], a specific role in valve remodeling, or associations with Scx have not been made. Interestingly in data not shown, Scx was unable to increase activity of the Notch Intracellular Domain (NICD) in porcine VICs. As NICD expression has previously been reported in pVICs, we speculate that the Notch signaling pathway is indirectly regulated by Scx in this system [23]. These findings, based on RNA-seq and bioinformatics analyses have identified previously unappreciated roles for Scx in the regulation of gene expression. As previous studies have shown that valve development requires tight control of growth factors, transcription factors and ECM proteins [24], unveiling possible epigenetic events regulated by Scx could provide important new insights into disease mechanisms.

In remodeling heart valves, valve precursor cells are transitioning from a ‘primitive’ mesenchyme cell phenotype towards an activated VIC phenotype. This is characterized by loss of mesenchyme cell markers and maintenance of smooth muscle alpha-actin (α-SMA), an established marker of activated VICs [3]. As a myofibroblast-like cell, activated VICs exhibit an organized actin cytoskeleton and express focal adhesion proteins [3], [25]. As mentioned, mesenchyme cell markers are persistently expressed in valves isolated from *Scx^-/-^* embryos at E17.5, suggesting defects in VIC activation [9]. In an activated state, VICs mediate remodeling of the valve connective tissue which is tightly controlled and required for embryonic development, but in the adult, VICs are quiescent and therefore abnormal activation propagates pathogenic remodeling leading to disease [3], [26]. In this study, mesenchyme cell markers were not increased in *Scx^-/-^* embryos at E15.5 contrary to observations made in E17.5 *Scx^-/-^* embryos, and this discrepancy may be due to differences in the time points examined in our two studies. However, we do see significant changes in several genes associated with assembly and maintenance of the actin cytoskeleton at E17.5. These include *Phactr1* (0.55-fold), *Plectin* (0.66-fold), *Fap* (1.65-fold), *Actn4* (0.75-fold) (Figure 2A, B), *Parvb* (0.40-fold), in addition to mRNAs that regulate cell adhesion and migration (*Efna5*) associated with cellular assembly and organization processes (Table 2). Therefore, it is considered that Scx may play a significant role in mediating activated VIC phenotypes, which is not only essential for valve development, but a prominent landmark in the initiation of disease processes in adult valves.

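Of 10 mesenchyme markers written before the data were examined, 9 were in the table, 6 higher and 3 lower in Scx-/-, with a median log2 fold change of 0.21 (adjusted p = 0.919 from camera in limma). Only Snai2 was at an unadjusted p below 0.05, and it was lower, at 1.43 ± 0.492 RPKM (SD, n = 3) in Scx-/- and 2.48 ± 0.491 RPKM (SD, n = 3) in Scx+/+. The mean log2 value of the markers was 2.11, 2.45 and 1.47 in Scx-/- replicates 1 to 3 and 1.98, 1.54 and 2.01 in Scx+/+ replicates 1 to 3, so the spread within a genotype exceeded the difference between them. Acta2, which encodes smooth muscle alpha-actin, was 441 ± 93.0 RPKM (SD, n = 3) in Scx-/- and 389.9 ± 46.7 RPKM (SD, n = 3) in Scx+/+ (log2 fold change 0.17, adjusted p = 0.967 from limma).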

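Parvb (ENSMUSG00000022438, chromosome 15 from 84062473 to 84146118) was 0.857 ± 0.221 RPKM (SD, n = 3) in Scx-/- and 2.16 ± 0.731 RPKM (SD, n = 3) in Scx+/+, a log2 fold change of -1.22 (standard error 0.36, adjusted p = 0.967 from limma) that passed the unadjusted threshold with each library left out. Plec (ENSMUSG00000022565, chromosome 15 from 76001404 to 76063004) lies 224.9 kb from Scx. It was 2.96 ± 0.411 RPKM (SD, n = 3) in Scx-/- and 4.45 ± 0.250 RPKM (SD, n = 3) in Scx+/+, from 3083 to 5665 reads per library. Phactr1 (ENSMUSG00000054728, chromosome 13 from 42775992 to 43233895) was 0.172 ± 0.0165 RPKM (SD, n = 3) against 0.376 ± 0.0566 RPKM (SD, n = 3), and its log2 fold change of -0.80 (standard error 0.52, adjusted p = 0.967 from limma) did not reach an unadjusted p of 0.05. Fap (ENSMUSG00000000392, chromosome 2 from 62339000 to 62412132) was 1.97 ± 0.534 RPKM (SD, n = 3) against 1.20 ± 0.111 RPKM (SD, n = 3) and did not reach it either. Efna5 has 2 identifiers, with ENSMUSG00000090425 inside ENSMUSG00000048915, so the same reads may be counted in both. Their log2 fold changes were -0.86 and -0.85. Plec, Parvb and both Efna5 identifiers were at an unadjusted p below 0.05 in limma, Plec not with the trend on exon length and GC content removed. The list of the actin cytoskeleton held 20 genes, 11 lower and 9 higher in Scx-/-, with a median log2 fold change of -0.08, and 2 of them at an unadjusted p below 0.05.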

Work from our lab and others has shown that Scx plays a major role in regulating ECM gene expression and organization in heart valves, tendons and cardiac fibroblasts [9], [11], [14]–[16]. However to our surprise, pathways analyses associated with connective tissue were not significantly altered in *Scx^-/-^* embryos at E15.5, although we did observe differential expression of ECM-related genes. Furthermore Tgfβ was predicted as an upstream regulator (Figure 2A) and has previously been shown to mediate Scx-dependent expression of ECM genes [11], [14], [15]. 

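The list of fibrillar collagens and proteoglycans held 27 genes in the table, 17 lower and 10 higher in Scx-/-, with a median log2 fold change of -0.02 and 1 gene at an unadjusted p below 0.05 (adjusted p = 0.285 from camera in limma). With the median of all genes set to 0 the median was -0.13. Of the 19 basement membrane genes, 18 were lower in Scx-/- and 1 higher, with a median log2 fold change of -0.24 and a range from -0.79 to 0.15. Of these, 3 were at an unadjusted p below 0.05. The mean log2 value of that list was 2.89, 2.73 and 2.32 in Scx-/- replicates 1 to 3 and 3.14, 2.54 and 3.08 in Scx+/+ replicates 1 to 3, so that Scx+/+ replicate 2 lay within the range of the Scx-/- libraries (exact permutation test, two-sided, p = 0.3).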

In recent work we showed that heart valves from *Scx^-/-^* mice at birth have decreased proteoglycan content [11] and studies in cardiac fibroblasts by The Czubryt group showed regulation of *Col1a2* by Scx in cardiac fibroblasts isolated from adult rats [15]. Therefore, we speculate that Scx-mediated regulation of the ECM is temporal and most important after birth in the valves and myocardium.

In summary, this study has shed light on several new role(s) for Scx in remodeling heart valves that could be applied to other connective tissue systems. In addition, we have generated a profile of protein-coding and non-protein-coding mRNAs whose expression is dependent upon Scx function. Many of these are associated with gene regulation and cellular development functions, however it is not yet clear which genes are directly, or indirectly regulated by Scx. Nonetheless, creating this transcriptome has not only provided a comprehensive list of mRNAs expressed in healthy remodeling heart valves (*Scx^+/+^*), but given direction for future studies identifying how defects during embryonic development cause valve disease after birth or later in life.

## Supporting Information

Table S1 **Differentially expressed non-protein coding mRNAs (<1.5-fold change, p<0.05) in** ***Scx^-/-^*** **atrioventricular canal samples compared to** ***Scx^+/+^*** **controls.**
(DOCX) Click here for additional data file.

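Table S1 gives a fold change and a p-value for miRNAs, snoRNAs, snRNAs and lincRNAs. A symbol such as U6 or Snora42 names 172 and 8 identifiers in the table, so an entry under it cannot be matched to a row by its symbol. For the 23 entries with a printed fold change and a single identifier, the ratio of the mean RPKM was within 0.01 of the fold change in Table S1, and one-way ANOVA on log2 RPKM gave its p-value within 1%. The fold changes depend on the fill-in value wherever a genotype has no detected library. A gene of 71 nt at that value stands for 0.31 to 0.46 reads, as for Mir134, while a gene of 3824 nt stands for 16.86 to 24.9 reads. Among the 13 short genes, the largest number of reads in any library was between 3 and 74, and 9 had at least 1 library at the fill-in value. The lincRNAs had more reads, up to 328 for 4930513N10Rik, whose log2 fold change was -1.34 (standard error 0.40, adjusted p = 0.967 from limma).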

Table S2 **Exon-level alternative splicing in atrioventricular canal regions isolated from E15.5** ***Scx^-/-^*** **vs.** ***Scx^+/+^*** **embryos.**
(DOCX) Click here for additional data file.

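Table S2 lists exons by a splicing index, which is the RPKM of an exon divided by the RPKM of its gene in the same library. The index asks whether an exon takes a larger or smaller share of its gene, so a change in the gene as a whole leaves it unchanged. The authors calculated it from exon-level RPKM, with values of at most a read per exon raised to the equivalent of that read and genes under their threshold for reliable quantification set to NA, and compared the genotypes by ANOVA and a Tukey test. Exon-level values were not analysed here.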

# Supplementary material for: RNA-Seq Analysis to Identify Novel Roles of Scleraxis during Embryonic Mouse Heart Valve Remodeling
**Source:** PLoS One. 2014 Jul 1;9(7):e101425. doi: 10.1371/journal.pone.0101425
**Supplement:** Table S1 — Differentially expressed non-protein coding mRNAs (<1.5-fold change, p<0.05) in Scx-/- atrioventricular canal samples compared to Scx+/+ controls.

| **Gene** | **Description** | **Fold Change** | **p-Value** |
| --- | --- | --- | --- |
| **Non-coding Micro RNA** | | | |
| *Mir758* | microRNA 758 | 56.98 | 2.19E-03 |
| *Mir134* | microRNA 134 | 8.39 | 1.07E-03 |
| *Mir27b* | microRNA 27b | 6.24 | 5.88E-03 |
| *Mir692-1* | microRNA 692-1 | 0.35 | 3.69E-02 |
| *Mir700* | microRNA 700 | 0.10 | 1.29E-02 |
| *Mir432* | microRNA 432 | 0.09 | 4.20E-02 |
| **Non-coding nuclear/nucleolar RNA** | | | |
| *SnoU13* | Small nucleolar RNA U13 | 37.71 | 2.55E-04 |
| *Snord29* | Small nucleolar RNA SNORD29 | 29.97 | 2.33E-02 |
| *Snord99* | Small nucleolar RNA, C/D box 99 | 29.62 | 4.85E-03 |
| *Snora32* | Small nucleolar RNA SNORA32 | 19.22 | 1.06E-03 |
| *Snord104* | Small nucleolar RNA, C/D box 104 | 16.73 | 2.90E-02 |
| *Snora42* | Small nucleolar RNA SNORA42/SNORA80 family | 7.96 | 8.92E-03 |
| *U6* | U6 spliceosomal RNA | 6.64 | 3.14E-02 |
| *Snord101* | Small nucleolar RNA SNORD101 | 6.39 | 4.72E-02 |
| *Snora32* | Small nucleolar RNA SNORA32 | 5.80 | 4.76E-02 |
| *Snord93* | Small nucleolar RNA, C/D box 93 | 5.41 | 2.62E-02 |
| *U6* | U6 spliceosomal RNA | 4.31 | 3.81E-02 |
| *Snord59* | Small nucleolar RNA SNORD59 | 3.93 | 1.41E-02 |
| *Snora9* | Small nucleolar RNA SNORA9 | 0.46 | 1.20E-02 |
| *Snord95* | Small nucleolar RNA, C/D box 95 | 0.37 | 3.67E-02 |
| *Snora25* | Small nucleolar RNA SNORA25 | 0.36 | 3.11E-03 |
| *Snora21* | Small nucleolar RNA, H/ACA box 21 | 0.24 | 1.72E-02 |
| *Snora55* | Small nucleolar RNA SNORA55 | 0.15 | 2.52E-02 |
| *Snora84* | Small nucleolar RNA SNORA84 | 0.03 | 1.12E-02 |
| *Snord32a* | Small nucleolar RNA SNORD32a | N/A | 4.90E-02 |
| **Long intergenic non-coding RNA** | | | |
| *2310010G23Rik* | RIKEN cDNA 2310010G23 gene | 6.60 | 1.04E-02 |
| *Gm14261* | predicted gene 14261 | 3.62 | 1.35E-02 |
| *Gm15506* | predicted gene 15506 | 3.41 | 2.19E-02 |
| *Gm17246* | predicted gene, 17246 | 2.26 | 1.78E-02 |
| *C630043F03Rik* | RIKEN cDNA C630043F03 gene | 2.25 | 2.98E-02 |
| *Gm16765* | predicted gene, 16765 | 0.42 | 1.44E-02 |
| *Gm17639* | predicted gene, 17639 | 0.41 | 4.23E-02 |
| *A930012L18Rik* | RIKEN cDNA A930012L18 gene | 0.37 | 4.21E-02 |
| *4930513N10Rik* | RIKEN cDNA 4930513N10 gene | 0.35 | 6.56E-03 |
| *Gm10524* | predicted gene 10524 | 0.22 | 2.52E-02 |
| **Mitochondrial RNA** | | | |
| *mt-Tv* | mitochondrially encoded tRNA valine | 0.36 | 9.78E-03 |

How the deposited data were processed for this re-analysis (not part of the article)

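RNA from atrioventricular canal regions of 3 Scx-/- and 3 Scx+/+ mouse hearts at embryonic day 15.5 was sequenced, with 1 library per heart. The authors aligned the reads to mm9, counted reads per Ensembl gene with easyRNASeq and deposited the values as RPKM, which are normalized for the length of the gene and the depth of the library and are not counts. By their methods, the authors filtered the deposited RPKM to genes with about 50 reads in at least 1 library and replaced low values with a common value, found in the table as 0.0949 RPKM. The paper tested these values by one-way ANOVA, without adjustment for the number of genes.

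Each column of the table was matched to its genotype and replicate number by its label. Gene identifiers were looked up in the GENCODE annotation of mm9, which held 18695 of the 18810, and exon length and GC content were taken from the union of the exons of each gene and the genome sequence. Reads per gene were recovered from RPKM and exon length, and served to describe depth (46429972 to 68570996 reads per library) and to thin libraries to a common depth. No count test was run. The reads of values at the fill-in value are known only as a bound, since other values stood for at least 5.46 to 5.56 reads per kilobase. In the short genes of Table S1 that bound is under 1 read.

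The main test was limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.1), with moderated variances, an intensity trend, no covariate and Benjamini-Hochberg adjustment over 18810 genes. A gene was called at an unadjusted p below 0.05, as in the paper, and counts at an adjusted p below 0.05 were given beside it. The fold threshold of 1.5 was taken from the paper. Libraries were compared by Spearman correlation with an exact permutation over the 10 splits of 6 libraries into 3 and 3, and clustered after median centring with average linkage on 1 minus the correlation. Calls on each chromosome were compared with the rest by Fisher's exact test, one-sided. Lists of genes were tested with camera at an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. They were the Notch pathway, retinoic acid metabolism, histone lysine methyltransferases, basement membrane, fibrillar collagens and proteoglycans, mesenchyme, actin cytoskeleton, markers of cardiomyocytes, epicardium, endothelium, erythroid cells, melanocytes, macrophages, Schwann cells and smooth muscle, Y-linked genes, Xist (1 gene, not tested as a list) and the protein-coding genes of mitochondrial DNA. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest.

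The tests, the lists, the alternatives and the rule for genes named in the text were fixed before the data were examined, apart from what is said to be chosen afterwards. Named are Scx, every gene the paper names in its text, figures and tables that the table lists, the genes of the lists, the 10 genes with the smallest unadjusted p among those with a mean of at least 1 RPKM and no overlap between genotypes (the rule for fewer than 10 genes at an adjusted p below 0.05), and the 5 called genes nearest to Scx on its chromosome. The paper's tabled values had been seen when this rule was written.

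The alternatives were pseudocounts of 0.01 and 1, only genes with a mean of at least 1 RPKM (13827 genes), limma without a trend, one-way ANOVA on the RPKM and on its log2, quantile normalization, the median log2 ratio of each library set to 0 over genes with a mean of at least 1 RPKM, the replicate number as a block, and each library left out in turn. Added after seeing the data were a filter at a mean of 20 recovered reads (16527 genes), sex of the libraries as a covariate, removal from each library of a spline trend on exon length and GC content with 5 degrees of freedom for each (18695 genes), a rule for 1.5-fold changes that follows the paper's reliable quantification threshold, a detection rule above the fill-in value, a comparison of chromosomes for the protein-coding genes of Table 1 and those called and over 1.5-fold or 2-fold, and the detection counts with each library, or 1 library of each genotype, left out.

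The steps were tested on simulated data with known answers. In each simulation of limma the 200 changed genes were drawn from those with a mean of at least 1 RPKM. At a fold of 1.5, limma called 57% of them at an unadjusted p below 0.05. Unchanged genes were called at 5.056% to 5.287%. At a fold of 4, 143 genes were called after adjustment, 4 of them unchanged. Exon-level splicing, the cultured rat cells, the immunostaining and the pathway databases of the paper were not analysed here. Of the genes that the paper names, 1 is not reported here.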

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

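Removing the trend on exon length and GC content, the filter on recovered reads, the sex covariate, the rule with the paper's reliable quantification threshold, detection above the fill-in value, the odds ratio for genes over 2-fold and the detection counts with 1 library, or 1 of each genotype, left out were chosen after seeing the data. The cause of the changes below was not tested, except where fewer genes or libraries entered by construction.

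The number of genes at an unadjusted p below 0.05 (731) stayed within 1.5 times under every alternative that kept all libraries. With a library left out it ran from 539 to 1549, the highest without Scx+/+ replicate 2, and from 410 to 824 for genes that also changed over 1.5-fold (485 with all libraries), where 729 were found without Scx+/+ replicate 1 and 824 without Scx+/+ replicate 2. That count was 308 with only genes at a mean of at least 1 RPKM, 291 in one-way ANOVA on the RPKM and 300 in one-way ANOVA on log2 RPKM with the ratio of means and the paper's reliable quantification threshold. At an adjusted p below 0.05 limma gave 0 genes in every fit and one-way ANOVA on log2 RPKM 1.

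The share of called genes higher in Scx-/-, 72.6%, fell below 50% with quantile normalization (49.9%), with the median log2 ratio set to 0 (43.5%) and with the trend on exon length and GC content removed (42.3%). With a library left out it ran from 63.0% to 81.1%, and it was 72.7% of 700 genes without those of chromosome 15.

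Scx had a log2 fold change of 0.07, which turned to -0.04 with quantile normalization, -0.04 with the median ratio set to 0 and -0.02 with the trend removed, and ran from -0.50 to 0.57 with a library left out (below 0 without Scx-/- replicate 3, Scx+/+ replicate 1 or Scx+/+ replicate 3), with an unadjusted p far above 0.05 throughout. The correlation within minus between genotypes, -0.0009, ran from -0.0047 to 0.0042 with a library left out, above 0 without Scx+/+ replicate 1 (0.0042) or Scx+/+ replicate 2 (0.0025).

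Of the genes of Table 1, 23 were called, 5 with only genes at a mean of at least 1 RPKM, where most of them are not tested, and from 17 to 22 with a library left out. Of Table 2, 17 were called, 28 without limma's trend, 27 in one-way ANOVA on log2 RPKM, 10 with the trend on exon length and GC content removed and from 5 (without Scx+/+ replicate 3) to 16 with a library left out, with 9 without Scx-/- replicate 3. Of the lists, 4 were called by camera, 2 with only genes at a mean of at least 1 RPKM, 0 with fry and 0 with an estimated correlation. With the trend removed 2 were called, basement membrane and the protein-coding genes of mitochondrial DNA, of which only the first was among the 4. With a library left out the number ran from 1 (without Scx+/+ replicate 1) to 5, with 2 without Scx-/- replicate 3 and 2 without Scx+/+ replicate 3.

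The odds ratio of called genes on chromosome 15 was 1.31, not past the threshold of Fisher's exact test. It passed it without limma's trend (1.6), in one-way ANOVA on log2 RPKM (1.36), with quantile normalization (1.41), with the median ratio set to 0 (1.5) and without Scx-/- replicate 3 (1.44) or Scx+/+ replicate 3 (1.64). It was 0.84 with only genes at a mean of at least 1 RPKM, and ran from 0.90 (without Scx+/+ replicate 1) to 1.64 with a library left out. For protein-coding genes that were called and over 2-fold it was 4.67, past the threshold. It was 2.78 with a pseudocount of 1, where 10 genes were left and it was not past the threshold, and past it under the other alternatives. In this paragraph the threshold is on the p of Fisher's exact test, one-sided, without adjustment over the chromosomes. Among the alternatives past it for 2-fold changes, that p was as high as 0.0202, without Scx+/+ replicate 1. With a library left out the odds ratio for 2-fold changes was 2.84, 3.68 and 2.9 without Scx-/- replicates 1 to 3. It was 1.99, 3.12 and 2.93 without Scx+/+ replicates 1 to 3.

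Genes unique to a genotype numbered 1241, with 884 in Scx-/- and 357 in Scx+/+, a difference of 527. Where a gene had to be undetected in all 3 libraries of the other genotype these were 39, 30, 9 and 21. With detection at 1 RPKM or more the difference was 264. With a library left out the total ran from 1136 to 1421, those of Scx-/- from 302 to 1177, those of Scx+/+ from 244 to 834 and the difference from -532 to 933. The lowest difference was without Scx+/+ replicate 2, where Scx+/+ had more, and it was 869 without Scx-/- replicate 3, 329 without Scx+/+ replicate 1 and 340 without Scx+/+ replicate 3. A library left out raises the count of its genotype by construction. With 1 library of each genotype left out, the difference was -126, -297 and -190 where Scx+/+ replicate 2 and Scx-/- replicate 1, 2 or 3 were left out, and 564 to 746 where another Scx+/+ library was.

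Of 54 identifiers followed through the alternatives beside Scx, most of them genes the paper names, 34 were called with all libraries, 16 in all 6 fits that left out a library and 11 under each of the alternatives, and 51 never changed direction. Bop1 ran from -0.52 to 0.02 and Acta2 from 0 to 0.26 with a library left out, each at its turning point without Scx-/- replicate 1. The Rad54b identifier ENSMUSG00000078773 ran from -0.11 to 0.15, above 0 without Scx-/- replicate 3 or Scx+/+ replicate 1, and Acta2 was -0.02 with the trend on exon length and GC content removed.

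With the replicate number as a block, 573 genes were called, 65.4% of them higher, 468 over 1.5-fold, 13 of Table 1, 10 of Table 2 and 3 lists. Nothing in the labels pairs the samples by these numbers. The deviations of same-numbered libraries from their group means correlated weakly, at 0.09, -0.22 and -0.19. By the methods the embryos were littermates, without the litter of each, and same-numbered libraries matched in sex. Pairing by litter therefore cannot be excluded. Depth limits the short and rare genes, of which 2181 never reached 50 reads in a library.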

Differences from the paper's values

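The rule of genes over 1.5-fold with the paper's reliable quantification threshold and the detection rule above the fill-in value were chosen after seeing the values. All other alternatives named here were set before the data were examined.

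The paper gives 300 genes at p below 0.05 with a fold change over 1.5, and limma gave 485. The values lie within a factor of 1.5 with a pseudocount of 1 (328), with only genes at a mean of at least 1 RPKM (308), in one-way ANOVA on the RPKM (291) and on its log2 (339) and without Scx+/+ replicate 3 (410). They do not with a pseudocount of 0.01 (492), without limma's trend (558), with quantile normalization (513), with the median ratio set to 0 (463), with the replicate block (468), with the ratio of mean RPKM (492) or without any of the other libraries (452 to 824). The count was 300, the paper's, in one-way ANOVA on log2 RPKM with the ratio of mean RPKM, in genes where a genotype mean reached 0.475 RPKM, 5 times the fill-in value, a setting chosen after seeing the values that follows the methods in leaving out genes whose means are both under the threshold for 50 reads, and under which 2 genes of Table 2 and 0 of Table 1 are not called. These are Lrp5 and Nucb2, whose p in one-way ANOVA on log2 RPKM was 0.0503 and 0.0606. One-way ANOVA on log2 RPKM also gave 862 genes at p below 0.05, the number in the paper, with 643 higher and 219 lower where the paper has 645 and 217.

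The paper's text gives 362 genes as unique to Scx-/- and 885 as unique to Scx+/+, and the table gave 884 and 357. The values stay apart with detection at 0.1 RPKM (883 and 374), at 1 RPKM (691 and 427) and with a gene undetected in all 3 libraries of the other genotype (30 and 9). With a gene detected above the fill-in value, a setting chosen after seeing the values, the counts were 885 for Scx-/- and 362 for Scx+/+, with 15650 in both, and the paper names no gene of these counts that it could drop. These match the numbers printed in Figure 1A, which has the larger one under Scx-/-, while the text has the genotypes the other way round. For genes that are undetected the paper gives 2798, and the table gave 1890 with a library undetected in both genotypes, or 1913 with detection above the fill-in value. The sum of 1913 and 885 is 2798.

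In Table 2 under cellular development, the paper gives fold changes of 0.51 for Nppc and 3.10 for Nucb2. The ratio of mean RPKM was 3.10 for Nppc and 1.70 for Nucb2, and neither comes within a factor of 1.5 under quantile normalization (3.33 and 1.60), with the median ratio set to 0 (2.90 and 1.59) or with a library left out (2.43 to 6.51 and 1.54 to 1.98). Table 1 of the paper has 3.10 for Nppc, which equals the ratio here. The fold changes printed for Nod1, Nppc and Nucb2 under that term equal those found here for the gene printed above each.

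In its results the paper gives p-values of 0.00053 for Col4a1, 0.0007 for Col4a2, 0.0049 for Fmod and 0.0028 for Hspg2. One-way ANOVA on log2 RPKM, with 3 libraries per genotype, gave 0.00529, 0.00753, 0.0492 and 0.0281, which are 10.0, 10.8, 10.0 and 10.0 times the paper's. On the RPKM itself it gave 0.00644, 0.00503, 0.0398 and 0.0593, which differ as well. For Col4a1 the paper's discussion gives 5.29E-03, which equals the value here.

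The paper calls all genes of Table 1 and Table 2, and limma did not call Shank3 and Megf10 of Table 1 and 13 of the 30 genes of Table 2, counting Nppc, which was called on the other side of its printed fold change. One-way ANOVA on log2 RPKM called all 25 genes of Table 1 and 27 of Table 2, and limma without a trend 25 and 28. The paper states that its connective tissue pathways were not significantly altered. The list of fibrillar collagens and proteoglycans was not called here either (adjusted p = 0.285 from camera in limma). Camera called the basement membrane list (adjusted p = 4.97e-07 in limma), which fry in limma did not (adjusted p = 0.665).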

Other observations

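The tests of scaling, of length and GC content, of the detection counts, of the short genes, of large fold changes on chromosome 15, of mitochondrial genes and of the pair of libraries that part from the rest, and the counts over other splits for 1.5-fold changes, the share of higher genes, chromosome 15 and mitochondrial genes, were chosen after the result was seen. The others were set before the data were examined.

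Other splits of the same 6 libraries into 3 and 3 were fitted alike, and with 10 splits in all a share under 0.05 cannot be reached, so chance cannot be excluded for any of these counts. The number of genes at an unadjusted p below 0.05 (731) was as large in 5 of the 10 splits, the real one included. At an adjusted p below 0.05 in limma the real split gave 0 genes, which 10 of 10 splits reach whatever the data, so that comparison says nothing about chance. Over 1.5-fold it was as large in 6 of 10 (485 genes), the number of lists called in 6 of 10 (4 lists), and the share of called genes on one side as far from 50% in 2 of 10. The split with Scx-/- replicates 1 and 3 and Scx+/+ replicate 2 on the same side gave the most genes, 2316.

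Most called genes were higher in Scx-/-, and so were most genes of the table. With the median log2 ratio of each library set to 0, the share was 43.5%. This test removes a true rise of most genes along with an effect of scaling, and these cannot be told apart here. Length and GC content gave trends within libraries, with a correlation across genes of the deviation of a library with exon length between -0.30 in Scx+/+ replicate 2 and 0.37 in Scx+/+ replicate 1. With these trends removed, 421 of the 731 genes were still called on the same side, and 283 of 669 called genes were higher. Because the removal also centres each library, bias from length and GC content and scaling cannot be told apart either. A difference in the composition of the tissue between the genotypes stays open as well.

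More genes were unique to Scx-/- than to Scx+/+, by 527. Lower depth of Scx+/+ replicate 2 alone is argued against, since with the recovered reads of every library thinned to its depth the difference was 470, where it was 528 without thinning among the genes with an exon length. A few genes taking a large share of its reads may account for part of it. With reads outside the 10 most abundant genes thinned to a common number the difference was 280, which leaves a part unexplained. The size of that part is uncertain. The genes set aside include 7SK loci on chromosomes 9, 2 and 15, with 5019390, 4610413 and 4669223 reads in Scx+/+ replicate 2. The same reads may be counted at each locus and so set aside more than once. With 1 library of each genotype left out, so that both keep the same number, the difference was -126 at most without Scx+/+ replicate 2 and 564 at least with it. The data are consistent with that library standing apart from the other 5, whether from its preparation or from the embryo.

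Scx-/- replicate 3 and Scx+/+ replicate 2 part from the other 4 libraries when all genes are clustered. Gene length and GC content are argued against as the whole cause, since with their trends removed the split that holds both libraries with Scx-/- replicate 1 still gave 2198 genes and the first division was the same. Both also had the lowest mean log2 value of the erythroid list (5.01 and 4.94 against 5.66 to 6.47). In that list the gap was widest for Hbb-y, at 1.165 and 1.988 RPKM against 49.56 to 125.1 RPKM. Slc4a1 was lowest in both as well, but Hba-a1 and Hbb-b1 lay within the range of the other 4 libraries. Whole-gene Scx was highest in both, at 82.9 and 58.3 RPKM. Their difference from the rest follows no condition in the labels. No biological explanation was tested.

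The clustering of libraries by genotype on called genes may follow from the choice of the genes. Genes called for each split of the 6 libraries divided the libraries along that split in 10 of 10 splits.

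The short genes of Table S1 have large fold changes, up to 56.98 for Mir758. For 4 of the 13, Mir27b, Mir692-1, Snord59 and Snora21, no library is at the fill-in value, so by construction it does not enter their fold changes. With values of 10 reads or fewer set to 10 reads for their length, 3 of these 4 stayed over 1.5-fold. The ratio of Mir692-1 went from 0.35 to 0.73. For the other 9, values of 10 reads or fewer were set to the RPKM of 10 reads for a gene of that length, and 4 stayed over 1.5-fold, Mir758 at 2.54. That floor removes a true change between low values as well, so it cannot decide how large the changes are. In these 9 genes the fill-in value stands for 0.29 to 0.54 reads, and a value of 1 read was kept, as in Snord99. It thus stood in for no read, and set the size of the fold changes rather than their direction. With so few reads, a real change in these 9 genes stays open.

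Sex of the embryos is argued against as a source of the genotype differences as a whole, with Y-linked genes expressed in 2 libraries of each genotype, Ddx3y at 47.4 to 56.5 RPKM in these and at most 0.20 RPKM in the others. The Y-linked list was not called (adjusted p = 0.707 from camera in limma), and Xist was 21.7 RPKM in Scx-/- replicate 2 and 12.7 RPKM in Scx+/+ replicate 2.

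Unequal amounts of myocardium cannot be excluded. The cardiomyocyte list had a median log2 fold change of 0.08 and a mean of -0.01, and camera, which ranks it against all other genes with their median of 0.105, placed it lower in Scx-/- (adjusted p = 0.278 in limma). Its mean log2 value ran from 9.59 to 9.86 in the Scx-/- and from 9.54 to 10.11 in the Scx+/+ libraries, with a spread in Scx+/+ larger than any difference between genotypes. More epicardium in the Scx-/- regions may add to the retinoic acid genes, some of which epicardium expresses. The epicardium list, with 8 of 10 genes higher in Scx-/- and a median of 0.29, was not past the threshold (adjusted p = 0.213 in limma), so this stays open. The other lists of cell types were not past it either. From camera in limma the adjusted p was 0.285 for endothelium (median log2 fold change 0.02), 0.537 for erythroid cells (0.21), 0.194 for melanocytes (0.26, with 5 of 5 genes higher), 0.856 for macrophages (-0.08), 0.285 for Schwann cells (0.40) and 0.43 for smooth muscle (0.19). For endothelium and macrophages the median and the mean differ in sign.

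On chromosome 15, 31 of 625 genes were called, an odds ratio of 1.31, which was the fourth highest of 19 autosomes and below that of chromosome 17 (1.52). Fisher's exact test, one-sided, gave p = 0.0941 and an adjusted p of 0.414 over the chromosomes, and 2 of 10 splits gave an odds ratio as large. The share of called genes was 4.9% within 10 Mb of Scx and 5.0% further away. For all called genes, DNA flanking the targeted allele and chance cannot be told apart, since the odds ratio lies among those of other autosomes. The called genes nearest to Scx were Plec, Recql4, Zfp251, Ly6i and Pvalb, between 224.9 and 1731.6 kb away, and all but Plec were higher in Scx-/-.

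The genes of large fold change do gather on chromosome 15, which holds 7 of the 26 identifiers of Table 1. Of the protein-coding genes called and over 2-fold it holds 13 of 84, an odds ratio of 4.67 that was the largest of the chromosomes (Fisher's exact test, one-sided, adjusted p = 0.000394), and of those over 1.5-fold 16 of 197 (odds ratio 2.25, adjusted p = 0.0869). With the trend on exon length and GC content removed the odds ratio for 2-fold changes was 3.42, which argues against that bias as the whole cause. It was 1.99 without Scx+/+ replicate 1, 2.84 and 2.9 without Scx-/- replicates 1 and 3, 2.93 without Scx+/+ replicate 3, and 2.78 and not past the threshold with a pseudocount of 1. Only the real split of 10 gave one as large (1 of 10), and 3 libraries against 3 cannot exclude chance. The gathering is consistent with DNA of another strain flanking the targeted allele. Of the protein-coding genes of the chromosome, 2.84% within 10 Mb of Scx and 2.26% further away were called and over 2-fold, so these genes are spread along it. The identifiers of Table 1 were denser near Scx, with 5 of 211 genes (2.37%) within 10 Mb and 2 of 310 (0.65%) further away. These are few genes, and where the large changes lie along the chromosome depends on the set. The table does not give the strain of either allele, and an effect of the loss of Scx on these genes stays open.

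Of 37 genes of mitochondrial DNA, 8 were called, all transfer RNAs and all lower in Scx-/-, an odds ratio of 6.92 (Fisher's exact test, one-sided, adjusted p = 0.00151). The 13 protein-coding genes were not called as a list with all libraries (median log2 fold change 0.02, adjusted p = 0.213 from camera in limma), but were with the trend on exon length and GC content removed (adjusted p = 0.044), and their adjusted p from camera in limma ran from 0.000746 to 0.831 with a library left out. As many mitochondrial genes were called in 3 of 10 splits, and 2 to 8 with a library left out, the fewest without Scx+/+ replicate 1. Without limma's trend 3 were called and in one-way ANOVA on log2 RPKM 1. With the trend on exon length and GC content removed, 8 mitochondrial genes were called, all lower in Scx-/-. Of these 6 were transfer RNAs, so they were not all the same genes. The number called remained high (Fisher's exact test, one-sided, adjusted p = 0.000873), which argues against that bias as the whole cause of the number. Chance and a difference between embryos stay open.

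The 10 genes picked by the rule for named genes were snoU13, Mir758, AC159624.1, SNORA32, Mir27b, Snord99, Gm17676, mt-Tv, SNORA25 and Gm11964, with adjusted p from limma between 0.173 and 0.799. Only mt-Tv and Gm11964 had over 100 reads in every library. Onecut1 and Tgfb1 were not listed under those symbols.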
